# RdsA Is a Global Regulator That Controls Cell Shape and Division in *Rhizobium etli*

**DOI:** 10.3389/fmicb.2022.858440

**Published:** 2022-04-07

**Authors:** Sofía Martínez-Absalón, Carmen Guadarrama, Araceli Dávalos, David Romero

**Keywords:** two-component systems, peptidoglycan synthesis, polar growth, bacterial divisome, gene knockdown

## Abstract

Unlike other bacteria, cell growth in rhizobiales is unipolar and asymmetric. The regulation of cell division, and its coordination with metabolic processes is an active field of research. In *Rhizobium etli*, gene RHE_PE00024, located in a secondary chromosome, is essential for growth. This gene encodes a predicted hybrid histidine kinase sensor protein, participating in a, as yet undescribed, two-component signaling system. In this work, we show that a conditional knockdown mutant (cKD24) in RHE_PE00024 (hereby referred as *rdsA*, after rhizobium division and shape) generates a striking phenotype, where nearly 64% of the cells present a round shape, with stochastic and uncoordinated cell division. For rod-shaped cells, a large fraction (12 to 29%, depending on their origin) present growth from the old pole, a sector that is normally inactive for growth in a wild-type cell. A fraction of the cells (1 to 3%) showed also multiple ectopic polar growths. Homodimerization of RdsA appears to be required for normal function. RNAseq analysis of mutant cKD24 reveals global changes, with downregulated genes in at least five biological processes: cell division, wall biogenesis, respiration, translation, and motility. These modifications may affect proper structuring of the divisome, as well as peptidoglycan synthesis. Together, these results indicate that the hybrid histidine kinase RdsA is an essential global regulator influencing cell division and cell shape in *R. etli*.

## Introduction

In bacteria, there is a tight relationship between cell shape and cell division. Cell shape is ultimately determined by the cell membrane and the cell wall (Cava et al., 2013; Kysela et al., 2016). For rod-shaped (bacillary) cells such as *Escherichia coli*, cell growth occurs by dispersed incorporation of new peptidoglycan (PG) alongside the lateral wall, followed by PG synthesis at the midpoint of the cell, where the septum will be located at cell division (Dewachter et al., 2018). Studies in *E. coli* of the cell machinery needed for growth and division and their control has revealed an astonishing level of complexity (Männik and Bailey, 2015; Haeusser and Margolin, 2016; Dewachter et al., 2018; Krupka and Margolin, 2018; Levin and Janakiraman, 2021; Straume et al., 2021). These insights have been expanded, both in scope and complexity, by the study of new bacterial groups.

In α-proteobacteria, cell cycle regulation is closely related to their lifestyle. *Caulobacter crescentus*, unlike other bacteria, generates upon division two cells with different morphology and physiology. The mother cell is sessile and active for cell division. The daughter cell is a mobile cell, inactive for cell division and replication (Laub et al., 2002). Asymmetrical cell division is a widespread characteristic among α-proteobacteria (Hallez et al., 2004). Understanding the mechanisms that lead to the formation of these specialized cells and the coordination of cell division has motivated an intense research (Curtis and Brun, 2010; Collier, 2016; Woldemeskel and Goley, 2017). Moreover, it has revealed the presence of a complex regulatory mechanism, with a hierarchical cascade of transcriptional regulators, in which the CtrA regulator has a central role in the coordination of cell division (Quon et al., 1996; Laub et al., 2000, 2002; Mann et al., 2016; Delaby et al., 2019). CtrA controls, either directly or indirectly, 26% of the cell cycle-regulated genes in *C. crescentus* (Laub et al., 2000).

Two-component regulatory systems are of paramount importance to achieve control of *C. crescentus* cell-cycle regulated genes. When the hybrid histidine kinase sensor protein CckA is phosphorylated, it can transfer the phosphate group to the phosphotransfer protein ChpT, which in turn phosphorylate the response regulator CtrA. The phosphorylated form of CtrA is responsible for transcriptional activation of its target genes. The kinase activity of CckA is shut off by the action of the phosphorylated form of the response regulator DivK, stabilized by the atypical histidine kinase DivL. Phosphorylation of DivK is controlled by the histidine kinase DivJ and the phosphatase PleC. PleC also modulates phosphorylation of the diguanylate cyclase PleD, leading to the synthesis of cyclic di-GMP. Switching of CckA from a kinase to a phosphatase activity is instrumented by binding of cyclic di-GMP, effectively precluding phosphorylation of CtrA and activation of their target genes (see Poncin et al., 2018 and references therein).

Although the general architecture for regulation of cell division is conserved among the α-proteobacteria, there are also interesting departures from this scheme. Bacteria of the order Rhizobiales lack various proteins (MreB MreCD, PBP2, RodA, and RodZ) of the elongasome complex (Egan et al., 2020). Rhizobiales with bacillary morphology, such as *Sinorhizobium meliloti* and *Agrobacterium tumefaciens*, carry out cell growth in a distinctive manner. In both bacteria, cell growth is asymmetric and polarized, but cell elongation occurs through the polymerization of PG at a single cell pole, called the new pole. The opposite pole, called the old pole, remains inactive for polymerization (Brown et al., 2012; Cameron et al., 2015). Further rounds of cell division maintain both the asymmetry and polarization, growing exclusively from the new cell poles. How unipolar growth takes place and the identification of the mechanisms allowing the distinction between the old and new poles in Rhizobiales is an active field of research. Transcriptional regulation of the cell division cycle has also revealed new variations. Although the centrality of the CtrA regulator is maintained, the transcriptional network reveals some plasticity, where some modules are maintained but other new modules are integrated into the network among the different bacteria that constitute the group (Pini et al., 2015; Poncin et al., 2018).

The rod-shaped bacterium *Rhizobium etli* is a nitrogen-fixing bean symbiont, widely studied for its use as a biofertilizer and interesting genome architecture (González et al., 2006). The *R. etli* CFN42 genome consists of six extra-chromosomal replicons (ranging in size from 184 to 642 kb) and one chromosome. Five of these extra-chromosomal replicons (plasmids p42a, p4b, p42c, p42d, and p42f) are dispensable for growth under laboratory conditions in rich medium (Brom et al., 1992, 2000). Plasmid p42e (505 kb) cannot be eliminated from the cell, appearing to be a secondary chromosome. Nearly 10% of the gene content in p42e participates in central metabolic processes, but it also contains two essential genes (Landeta et al., 2011). Genes RHE_PE00001 and RHE_PE00024 were proposed as essential genes because their mutation is lethal for the cell. Convincing orthologs for both genes are mainly restricted to the Rhizobiales, including Agrobacterium and Rhizobium species. Gene RHE_PE00001 codes for a conserved hypothetical protein, consisting of a Domain of Unknown Function (DUF1612) conserved among the Rhizobiales, and a helix-turn-helix DNA binding motif in the N-terminus. Gene RHE_PE00024 encodes a predicted hybrid histidine kinase (HK) sensor protein, that is part of a two-component regulatory system of as yet unknown function (Landeta et al., 2011).

In this work, we unravel the function of the hybrid histidine kinase sensor protein encoded in RHE_PE00024, by studying the phenotypic effects displayed by a conditional knockdown mutant (cKD24) in this gene. Depletion in the RHE_PE00024 encoded protein generated a striking change in cell morphology, characterized by the finding of a high proportion (nearly 64%) of round, nearly spherical cells. Both the round and bacillary cells present a lethargic, stochastic and uncoordinated cell division. A significant proportion of bacillary cells (12 to 29%, depending on their origin) display growth from the old pole, a sector that is normally inactive for growth in a wild-type cell. Branched cells, the product of ectopic growth poles that do not complete division, were also seen. RNAseq analysis of the cKD24 mutant showed that the predicted hybrid histidine kinase sensor protein encoded by RHE_PE00024 acts as a global regulator, controlling, either directly or indirectly, genes participating in five different biological processes (cell division, PG synthesis, oxidative respiration, translation and motility). Based on these results, we propose to name this gene *rdsA* (after *r*hizobium *d*ivision and *s*hape).

## Results

### Change in Cell Shape in a Conditional Knockdown Mutant for *rdsA*

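In the annotation of the *R. etli* CFN42 genome (build ASM9204v1), *rdsA* (RHE_PE00024) lies on plasmid p42e from 31787 to 33724, a coding length of 1938 bp. The product is annotated as a PAS domain-containing hybrid sensor histidine kinase/response regulator. Plasmid p42e carries 478 of the 6226 coding sequences counted in the deposited table, and the chromosome 4183.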

Gene *rdsA* (RHE_PE00024) encodes the sensory component of an essential hybrid Histidine Kinase (HK) regulatory system. Canonical HK proteins constitute the sensor part of two-component regulatory systems. In these, the canonical HK contains an input domain able to sense regulatory stimuli and subsequently the catalytic ATP binding (CA) domain phosphorylates a His residue in the dimeric histidine phosphotransfer (DHp) domain. The phosphoryl group is then transferred to an Asp residue in the receiver (REC) domain of a separate response regulator protein (Gao and Stock, 2009; Rodríguez et al., 2020). In contrast, the predicted hybrid histidine kinase RHE_PE00024 is comprised of a putative N-terminal sensory region (containing two PAS sensor domains) and a kinase core containing both the CA and the DHp domains. Additionally, it contains a REC domain with a potentially phosphorylable Asp residue. In systems of this kind, transfer of the phosphoryl group to the corresponding response regulator protein frequently entails an intermediate protein with a phosphorylable His residue, designated as histidine phosphotransferase or Hpt (Gao and Stock, 2009). No genes encoding a plausible response element or a Hpt protein were found in its vicinity. 

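The annotation places *rdsA* between RHE_PE00023 (30310 to 31716), an FAD/NAD(P)-binding protein, and RHE_PE00025 (33757 to 34902), an acyltransferase. Next to the former lie RHE_PE00022, a hypothetical protein, and RHE_PE00021, an NAD(P)H-dependent oxidoreductase. Next to the latter lie the SURF1 family gene RHE_PE00026 and the cytochrome o ubiquinol oxidase genes *cyoD*, *cyoC* and *cyoB*. Among the other p42e genes whose product is named a response regulator, the nearest is RHE_PE00013 (18952 to 19392), 12.4 kb from *rdsA*, and the next is RHE_PE00176, 171 kb away. In RNA from uninduced cultures of cKD24, built for depletion of *rdsA*, and of the wild type CE3 (3 each), *rdsA* itself was not called lower in cKD24. Of its neighbours, 6 of the 10 genes from RHE_PE00019 to RHE_PE00029 without *rdsA* were lower in cKD24 and 3 were higher (6 lower and 4 higher when adjusted over the list alone). The higher ones were RHE_PE00021 (log2 fold change 3.46), RHE_PE00022 (2.26) and RHE_PE00023 (1.63), and *cyoC* (-1.77) and *cyoB* (-1.75) fell the most. RHE_PE00013 was higher as well (log2 fold change 3.06, standard error 0.36, adjusted p = 7.39e-05 from edgeR's quasi-likelihood test), and RHE_PE00176 was not called. As a set the neighbours showed no common shift against the other genes (camera, adjusted p = 0.471, and adjusted p = 0.745 with an estimated correlation). Members that move in opposite directions cancel in that test, so it cannot tell whether the region is unusual.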

To better understand the possible function of RdsA, we implemented a conditional knockdown system in which the *rdsA* gene is put under the control of a cumate inducible promoter (Chubiz et al., 2013). In the corresponding mutant (cKD24), expression of *rdsA* depends on the inducible cumate system (see section “Materials and Methods”). Interestingly, growth of the cKD24 mutant in rich medium without cumate was slower [growth rate constant (μ) = 0.23 h^–1^, mean generation time (g) = 2.9 h] than the wild type cells (μ = 0.33 h^–1^, g = 2 h, Supplementary Figure 1). The slower growth of cKD24 was observed even upon addition of cumate to the medium (μ = 0.22 h^–1^, g = 3.1 h). No significant differences were observed in relative viability between strains (data not shown). Notably, microscopical analysis of the cKD24 knockdown mutant showed a striking change in shape compared to the wild-type cells. In the absence of cumate, cKD24 showed 63.6% of cells with a round shape, while 36.4% maintained a bacillary shape (Figure 1). DAPI staining revealed nucleoid material in both kinds of cells (Figure 1), suggesting that they are viable. In contrast, when expression of *rdsA* is increased by addition of cumate, the cKD24 mutant showed a reduced proportion of round cells (41.2%), and a correspondingly higher proportion of bacillary cells (58.8%, Figure 1). Even in the presence of induction there are a high percentage of cells with a round shape, suggesting that wild-type expression levels of *rdsA* were not achieved. To verify this, *rdsA* gene expression was monitored by RT-qPCR analysis. In the absence of induction, a low expression level of *rdsA* was seen, at a level representing just 4.6% of the wild-type levels. However, for unknown reasons, cumate addition did not lead to high expression levels of the gene, showing only 12% of the wild-type levels (Figure 1). To enhance the level of expression of *rdsA* in the cKD24 mutant, we introduced supernumerary copies of the *rdsA* gene (under the control of an IPTG inducible system), in a replicative plasmid. The complemented strain (cKD24 pSRKGm*:rdsA*) showed expression levels of *rdsA* 1.68-fold higher than in the wild-type cells, even in the absence of induction; in contrast, a fourfold increase in expression compared to the wild-type was seen upon IPTG addition (Figure 1). Microscopical analysis of cells in the complemented cKD24 pSRKGm*:rdsA* strain, revealed a wild-type phenotype, where 97% of the cells showed a bacillary shape (Figure 1), with a low proportion of cells with a round shape. As a control, a mock complementation experiment was done, introducing an empty plasmid in mutant cKD24. Both the expression levels of *rdsA* (Figure 1) and proportion of round cells (61.1 and 48.1% without and with induction, respectively, Figure 1) were indistinguishable from the ones seen in the cKD24 mutant. Together, these results indicate that RdsA depletion causes an anomalous round shape in *R. etli* CFN42. Since cell morphology in Gram-negative bacteria is determined by a proper structuring of the cell wall (Cava et al., 2013), *rdsA* may participate in the regulation of cell wall biogenesis.

**FIGURE 1:**
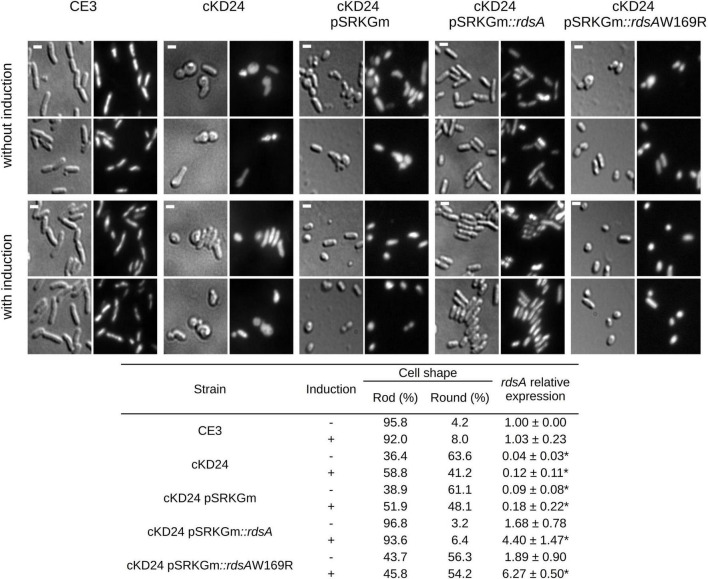
Depletion of RdsA causes a change in cell shape. The top part shows the microscopic analysis of uninduced (top two rows) or induced cells (bottom two rows) for different strains. CE3 (*R. etli* wild type), RdsA depleted strains (cKD24, cKD24 pSRKGm) or complemented strains (cKD24 pSRKGm*:rdsA*, cKD24 pSRKGm*:rdsA*W169R). After growth in liquid PY media for 10 h without or with induction, cells were spotted on a 1% agar pad. Each light background image (DIC images) has a corresponding image using DAPI staining (dark background). Scale bar, 1.5 μm. The table at the bottom of the figure shows the percentage of cells with a rod or round shape. Percentages were obtained by counting at least 900 cells for each strain/condition through three independent biological replicas. The table also shows *rdsA* relative expression obtained by RT-qPCR, after normalization with the *rpoA* constitutive gene. Data are means (± SD) obtained from three independent biological replicates (each with three experimental replicates) for every treatment. Statistically significant differences between *R. etli* CE3 RQ and the five cKD24 mutant strain RQ levels are marked with asterisks, and were evaluated with a Student’s *t*-test (*P* < 0.05).

### Homodimerization Is Essential for Proper Functioning of the RdsA Hybrid Histidine Kinase

Many HK proteins require homodimerization to carry out their phosphorylation function (Mann et al., 2016). To evaluate if the HK-hybrid protein RdsA requires homodimerization for its function, an *Escherichia coli*, LexA-based two-hybrid system (Dmitrova et al., 1998) was used (Supplementary Figure 2). In this system, repression of a target reporter gene is seen only if a fusion of LexA with the desired protein is able to dimerize (Dmitrova et al., 1998). Most of the clones obtained with *rdsA* revealed a strong repression, indicating the ability of the corresponding protein to dimerize. Interestingly, one of the clones revealed a reduced ability to repress the target gene, indicating a reduced dimerization (Supplementary Figure 2). Although the amplification protocol used to generate these clones was not designed to introduce mutations, this clone displayed a spontaneous single-base change provoking an aminoacid change (W169R), located in the second PAS domain of RdsA. PAS domains are frequently involved in protein-protein interactions (Möglich et al., 2009). To evaluate if this failure to dimerize affects function, the mutant version *rdsA*W169R was introduced in a replicative plasmid (see section “Materials and Methods”). The cKD24 pSRKGm*:rdsA*W169R strain, showed 56 and 54% of round cells both in the absence and presence of induction, respectively (Figure 1), indicating a failure to complement the changes in shape characteristic of the cKD24 mutant. Failure for proper complementation was not due to an absence of expression of the mutant gene, as evaluated by a RT-qPCR analysis (Figure 1). These results are consistent with the interpretation that homodimerization of RdsA is essential for its function.

### RdsA Depletion Causes Uncoordinated and Stochastic Cell Division and Change of Polarity

To evaluate if depletion of RdsA lead to changes in cell division pattern, a time-lapse analysis of living cells was carried out (see section “Materials and Methods”). For this, the division pattern of both *R. etli* CE3 (wild-type, *n* = 217) and cKD24 (without cumate induction, *n* = 194) cells was followed over a time course of at most 10 h. To minimize damage to the cells during incubation, a system that reduces evaporation (FluoroDish™ plates) was used. Figure 2 shows the type of growth patterns detected, with a summary of the results of cell fate for each strain (Figure 3). As reported for *A. tumefaciens* (Cameron et al., 2015) and *S. meliloti* (Krol et al., 2021), *R. etli* CE3 displays an unipolar division pattern (Figure 2), where deposition of new material is concentrated in the new poles (Supplementary Movie 1). During these time-lapse experiments, no round cells were observed for the wild type strain. In contrast, cells from strain cKD24 showed alterations in several aspects of cell division, including cell division time, polarity and shape (Supplementary Movies 2–4). Since populations of cKD24 are nearly evenly split in two shape classes (round and bacillary) the progeny of each class was followed separately. For mother cells with bacillary shape, most of their progeny was composed of bacillary cells (70.9%), showing unipolar and asymmetric cell growth (Figure 2, row cKD24 rod-rod; Figure 3B), although their cell division time was slower (3 vs. 2 h) than in the wild type cells. Of these bacillary cells, 12.3% had a polarity change (Figure 2, see row cKD24 polarity change), namely, they begin to synthesize cell envelope by the old pole, while the new pole resulted inactivated for growth (Supplementary Movie 4). This change of polarity is a transient effect; further divisions in these cells resume growth from the new poles. A large fraction of mother cells of bacillary shape (28.1%) produced daughter cells with round shape (Figure 2, see row cKD24 rod-round) with a cell division time of 2.5 h. Finally, some of the mother cells of bacillary shape (1%) produced round daughter cells with multiple growth foci, giving a branched appearance.

**FIGURE 2:**
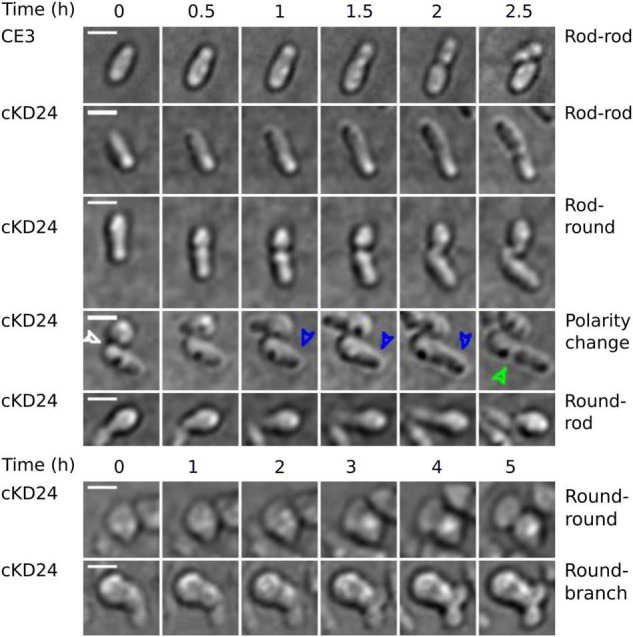
Depletion of RdsA provokes changes in cell division. Each row shows representative sequential images of time-lapse microscopical analysis of *R. etli* CE3 and cKD24 in absence of induction. Cells were grown in PY medium for 9 h and then spotted on agarose pads (1% in MMY medium). Cells were imaged every 10 min using DIC microscopy. For each block, time is shown at the top. On the right part, the type of change detected is indicated. In each row, the zero time corresponds to the beginning of the time-lapse experiment except for the cKD24 rows: polarity change, round-rod, and round-round where the zero time corresponds to cells imaged after 1:20 h, 30 min, and 2:30 h of growth, respectively. Recording times were chosen to optimize detection of each phenotype. In the row corresponding to polarity change in the cKD24 mutant, the first photograph shows the end of the cell division in a round cell producing a rod cell. This allows us to locate the new pole in the rod-shaped cell (white arrow). The rod cell elongates through the old pole (blue arrow), which is usually inactivated for growth in wild-type cells, finally, the cell septation begins (green arrow). Scale bars, 2 μm.

**FIGURE 3:**
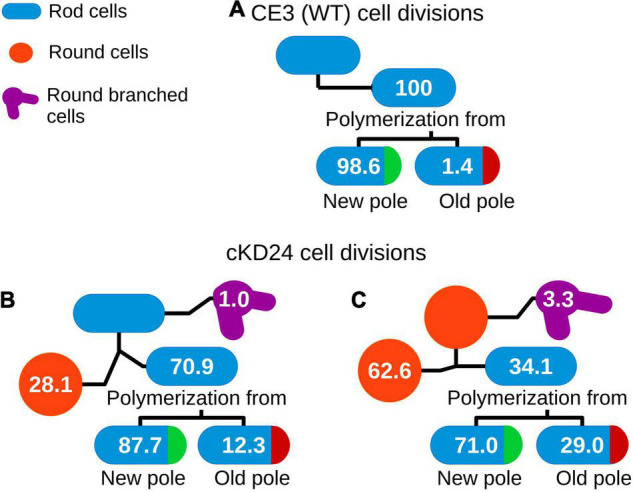
Cell fate in *R. etli* CE3 **(A)** and cKD24 mutant **(B,C)**. Tracking of cell division events for 10 h of growth on agarose pads (1% in MMY medium) in absence of induction. Cells were imaged each 10 min using DIC microscopy. Numbers inside of each cartoon cell represents the percentage of successive division events for each cell shape. N was 217 for CE3 cells, 103 for cKD24 bacillary cells, and 91 for cKD24 round cells.

On the other hand, cell division in mother cells with round shape produced daughter cells with round (62.6%), bacillary (34.1%) and branched (3.3%) shapes. Notably, the bacillary cells that came from mother cells with a round shape, showed polarity change in a higher proportion (29%) than the one seen in daughter bacillary cells from a mother with bacillary shape (12.3%) (Figures 3B,C). Even in these cases the change of polarity is a transient effect, with cells resuming growth from newly-generated poles. Most of the round cells that produced bacillary daughter cells did so solely from a single point in the round cell (Figure 2 see column cKD24 round-rod). Round cells were able to divide and produced new round cells, but they did so with a long division time, of about 8 h (Figure 2 see row cKD24 round-round, Supplementary Movie 2).

A significant proportion of both bacillary (1%) and round cells (3.3%) from cKD24 produced growth foci at several points in the cell, without producing novel cells, giving a branched shape (Figure 2, see row cKD24 round-branch, Supplementary Movie 3). These branched cells remained in this state for the whole course of the experiment, failing to produce new cells. We were unable to detect a growth pattern, either, for the type of shape generated by each mother cell, or in the position and number of growth sectors, an effect that is clearly seen in the round cells that grow from several points of the cell in a quasi-simultaneous manner (Supplementary Movie 3). There are reports in Rhizobiales of null mutants that generate round cells (Kobayashi et al., 2009; Calatrava-Morales et al., 2017; Zupan et al., 2019; Krol et al., 2020). What is unusual in this case is that depletion of RdsA produced a wealth of effects, modifying cell morphology, polarity, and time and number of growth foci. All these point toward a major disruption of the cell division program in these cells.

### Depletion of RdsA Causes a Global Change in Gene Expression

To identify which genes presented alterations in expression in strain cKD24, we undertook a RNAseq analysis using the Illumina system (see section “Materials and Methods”). For that, both *R. etli* strains CE3 and cKD24 were grown in minimal medium (without cumate induction) to mid-exponential phase. Three biological replicates were used for each strain. 

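RNA came from 3 cultures of the wild type CE3 and 3 of cKD24, whose only complete *rdsA* copy stands behind a cumate-inducible promoter. All 6 were grown without cumate for 9 h at 30 °C, to an absorbance of 0.5, in MMY, a minimal medium given biotin. Ribosomal RNA was removed, and the libraries were sequenced on an Illumina instrument. The authors trimmed the read pairs with Trimmomatic, mapped them to the CFN42 genome with Bowtie2 and counted them per coding sequence with featureCounts. The unit of the deposited values used here is the raw count per gene. The counts summed to 55856962, 57476438 and 60323837 in CE3 replicates 1, 2 and 3, and to 53233316, 46623622 and 42464293 in cKD24 replicates 1, 2 and 3. No gene had a count of 0 in any library, and the lowest count lay between 27 and 69. A few transcripts filled much more of the cKD24 libraries. The 50 most abundant genes took 18.2 to 19.1% of the counts in CE3 and 37.5 to 44.8% in cKD24. The most abundant of all in every library was the Hsp20 family gene RHE_CH03571, with 1.43 to 1.51% in CE3 and 6.37 to 7.25% in cKD24. Counts were normalized by TMM, as in the paper's methods, with factors of 1.20 to 1.24 in CE3 and of 0.652, 1.12 and 0.743 in cKD24, and values per gene are given as normalized CPM, mean ± SD of 3 libraries. Genes with a mean CPM of at least 2 in either strain were tested, which kept all 6226. A gene is called lower or higher in cKD24 at an adjusted p of at most 0.02 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a DEG where the log2 fold change is also at least 1.5 in size, the thresholds given in the methods. Sets of genes were compared with the other genes by camera, limma's set test, with its preset correlation between genes. None of the sets called that way was called when the correlation was estimated from these libraries, so that value is given beside each. Many lists hold genes that the paper reports as DEGs of these libraries, and for those the counts and set tests are not independent evidence. Because read pairs that map to several places or overlap several genes were counted for each, and the strand setting is not stated, near-identical copies, overlapping genes (by up to 20 bp among the named genes) and antisense transcripts cannot be separated.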

Details for this analysis are shown in Supplementary Datasets 1C–E and Supplementary Figure 3.

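The counts of *rdsA* itself were 9802, 10428 and 9529 in CE3 and 4120, 4667 and 3392 in cKD24. Normalized, they were 139.6 ± 7.44 CPM in CE3 and 105 ± 14.6 in cKD24, with every cKD24 library under every CE3 library. The log2 fold change was -0.41 (standard error 0.16, adjusted p = 0.0491 from edgeR's quasi-likelihood test), so *rdsA* was not called lower, and its mean level in cKD24 was 75.4% of that in CE3. That level depends on the scaling: it was 92.5% under upper-quartile factors and 49.99% under library totals alone, under which *rdsA* passed the test (log2 fold change -1.00). With TMM, *rdsA* also passed when cKD24 replicate 3 was left out (log2 fold change -0.45, adjusted p = 0.0183 from the same edgeR test). The strain carries a second, incomplete copy of the 5′ end of *rdsA* behind the native promoter, and the counts of the gene cannot tell reads of that copy from reads of the complete one. The RT-qPCR reference gene *rpoA* (RHE_CH01699) was lower in cKD24 (log2 fold change -0.93, standard error 0.26, adjusted p = 0.0101 from the same edgeR test), a call lost when any 1 CE3 library was left out, and the *rdsA* counts were 25.01 to 26.2% of the *rpoA* counts in CE3 and 33.0 to 47.4% in cKD24.

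**Figure D1:**
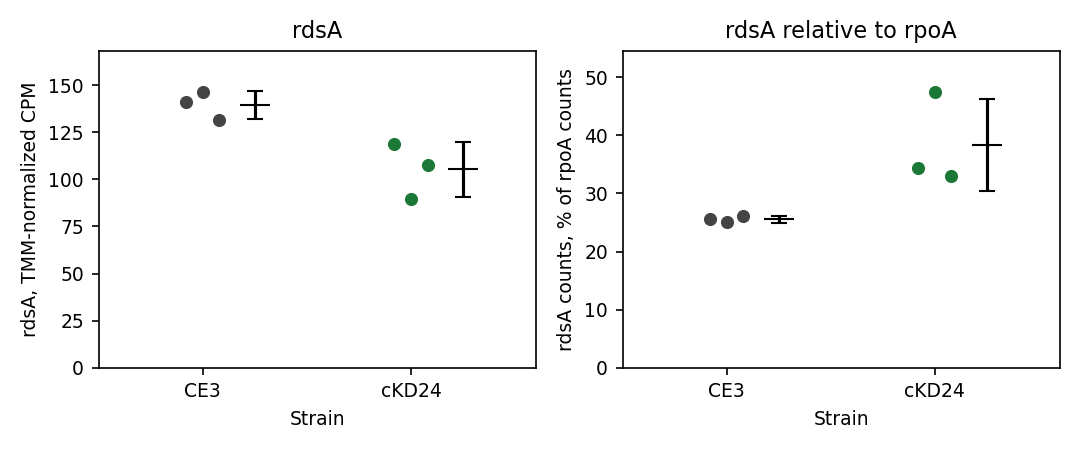
Level of *rdsA* in each of the 6 libraries, as TMM-normalized CPM and as percent of the *rpoA* counts. Points are libraries, lines and bars are mean ± SD (n = 3), and the CE3 libraries lie above the cKD24 libraries in CPM and below them relative to *rpoA*.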

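Expression differed between CE3 and cKD24 in a large part of the genome. The first principal component of log2 CPM held 87.8% of the variance and separated the strains. In 4494 genes (72.2%) the normalized values of the strains did not overlap, where chance gives 10% for 3 libraries against 3. edgeR's quasi-likelihood test called 3695 genes, 1877 lower and 1818 higher in cKD24, and 1237 of them passed the fold change threshold as DEGs. In the authors' deposited table, 1131 genes pass the same thresholds by the NOISeqBIO columns, of which 1005 were also DEGs here, 0 with the opposite sign.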

Using as criteria a FDR or adjusted *p*-value cutoff ≤ 0.02 and a log2 fold change of 1.5, a total of 1,105 genes were classified as differentially expressed genes (DEGs). Of these, 437 DEGs were downregulated, while 668 DEGs were upregulated (Supplementary Dataset 1E). 

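Of the 1237 DEGs found with edgeR, 762 were higher in cKD24 (61.6%) and 475 were lower. The largest rise was in RHE_CH00711, a hypothetical protein (11.9 ± 1.33 CPM in CE3 and 1956 ± 497 in cKD24, log2 fold change 7.36), next to *aceA* (RHE_CH00712), isocitrate lyase (log2 fold change 5.86). Other genes among the 10 largest rises were RHE_CH01087 (6.43), RHE_CH01157 (6.42) and RHE_CH01335 (5.99). The largest falls were in RHE_PF00565, an extracellular solute-binding protein (1836 ± 140.4 and 53.3 ± 11.6 CPM, log2 fold change -5.11), and in the sugar transporter permease RHE_PF00566 beside it (-4.61), followed by the monocarboxylate transporter *mctP* (RHE_PC00154) (-4.12). Hypothetical proteins and proteins of unknown function made up 30.1% of the higher DEGs, 10.7% of the lower DEGs and 17.4% of all genes. These shares compare genes of unlike levels: the lowest 10% of genes by CE3 expression held 294 of the 762 higher DEGs and 0 lower ones. The split into higher and lower depends on the scaling: upper-quartile factors gave 1107 higher and 264 lower DEGs (80.7% higher), and library totals alone gave 363 and 1168 (23.7%). The median log2 fold change of all genes was 0.04 with TMM, 0.35 with upper-quartile factors and -0.51 with library totals, and directions below are relative to the TMM median.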

Functional classification of the DEGs was achieved using the Gene Ontology (GO) database by biological processes. Assignation to GO groups belonging to clear biological processes was possible only for 352 DEGs, indicating that most of the changes in expression occur in genes without a known function. To evaluate if there are significant overrepresentation of particular biological processes among the functionally annotated DEGs, these were subjected to a hypergeometric analysis (Figure 4). From this analysis, 101 DEGs were identified as belonging to significantly overrepresented groups. The most overrepresented groups were cell division (including FtsZ-cytokinesis), oxidative respiration (comprised of electron transport chain, ATP synthesis-coupled proton and electron transport, proton transmembrane transport, aerobic electron transport chain, and aerobic respiration), and cell motility (including chemotaxis, flagellum-dependent cell motility, and organization and assembly of the flagellum). The DEGs belonging to these three biological processes were mostly downregulated. On the other hand, the most prominent, overrepresented biological processes that were found to be upregulated are the oxidation-reduction process and pathogenesis (Figure 4). 

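Among 19 genes named for cell division, 12 were lower DEGs in cKD24 and 0 were higher DEGs. Among 63 genes listed for complex I, complex II, ATP synthase, the cytochrome bc1 complex and the terminal oxidases (3 of them genes of other products inside the main complex I run, with 1 DEG), 32 were lower DEGs and 1 was a higher one, *ctaD* of RHE_CH02616 (log2 fold change 2.25). Among 65 genes of the motility cluster and chemoreceptors, 45 were lower DEGs and 0 were higher DEGs. The paper found these processes overrepresented among its DEGs of the same libraries, so these counts are not independent evidence. The respiratory genes did not all move one way. Of 27 genes of the cytochrome bc1 complex and the terminal oxidases, 14 were lower, including *ccoG* (RHE_PF00503) (-2.68) and *ctaE* (RHE_CH00956) (-2.17), and 7 were higher, including *coxO* (RHE_CH02615) (1.50), the same numbers as when adjusted over the list alone. Under library totals 17 were lower and 2 higher. That set was not called by camera (adjusted p = 0.0647, and adjusted p = 0.511 with an estimated correlation).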

The subset of DEGs comprising the oxidation-reduction process is comprised of proteins with a general prediction of oxidoreductases. No genes that participate in tolerance to oxidative stress were found among the DEGs. 

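A list of 24 genes whose products are catalases, superoxide dismutases, peroxiredoxins, hydroperoxide resistance proteins, thioredoxins, glutaredoxins or methionine sulfoxide reductases held 10 genes higher and 4 lower in cKD24, the same numbers as when adjusted over the list alone. Under library totals the direction turned, with 3 higher and 7 lower, and without 1 CE3 replicate the higher ones numbered 5 to 6. The DEGs among them were the thioredoxin family gene RHE_CH01176 (log2 fold change 2.80), the glutaredoxin *grxD* (RHE_CH02304) (2.42), the thioredoxin *trxA* (RHE_CH00025) (1.86) and the organic hydroperoxide resistance gene RHE_CH03920 (1.58, not called under library totals), all higher, and the organic hydroperoxide resistance gene RHE_CH01174 (-1.96) and the glutaredoxin-like *nrdH* (RHE_CH03718) (-1.83), both lower. Normalized values were 37.5 ± 0.513 CPM in CE3 and 261 ± 48.7 in cKD24 for RHE_CH01176, and 1869.5 ± 152 and 6798 ± 2461 for *trxA*. RHE_CH03920 had few counts, with 4.48 ± 0.324 CPM in CE3 and 13.4 ± 1.95 in cKD24. As a set the list showed no common shift against the other genes by camera (adjusted p = 0.240, and adjusted p = 0.736 with an estimated correlation). Members of opposite directions cancel in that test.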

The pathogenesis group is composed of proteins belonging to the BA14K protein family, which are poorly characterized.

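The annotation names 6 BA14K family genes, all on the chromosome. In cKD24, 4 were higher DEGs and 0 were lower, the same numbers as when adjusted over the list alone, whereas under library totals 2 of the others were called lower. RHE_CH02761 rose from 62.1 ± 6.99 CPM in CE3 to 1310.5 ± 749.7 in cKD24 (log2 fold change 4.40), RHE_CH02573 from 52.8 ± 8.13 to 1061 ± 437 (4.33), RHE_CH00902 from 58.8 ± 7.90 to 1025 ± 568 (4.12) and RHE_CH01738 from 4.00 ± 0.627 to 41.7 ± 23.9 (3.38). Their adjusted p lay between 1.11e-05 and 4.79e-05 (edgeR's quasi-likelihood test). The members not called were RHE_CH00243 (-0.37) and RHE_CH03006 (-0.27). The family as a set did not pass the threshold by camera (adjusted p = 0.0477, and adjusted p = 0.439 with an estimated correlation).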

**FIGURE 4:**
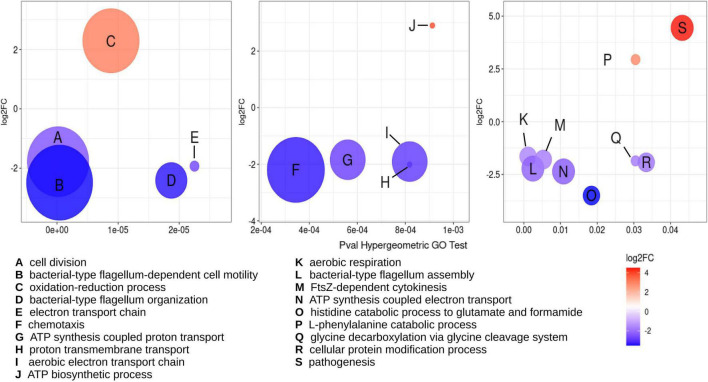
Multiple biological processes are overrepresented among DEGs detected under RdsA depletion. Hypergeometric analysis was used for determination of biological processes overrepresented in the DEGs for the cKD24 mutant, using a *p*-value cutoff for the hypergeometric GO test ≤ 0.05. Overrepresented GO terms are shown with a letter inside each circle (see legend at the bottom). Circle diameter is proportional to the number of DEGs grouped in a GO term. The upregulated and downregulated DEGs are shown in red and blue circles, respectively, with a cutoff threshold of log2FC ≥ 1.5 and P-adj/FDR ≤ 0.02.

This analysis was complemented by classification of all the DEGs according to their function in the COG (Clusters of Orthologous Groups) database (Figure 5). This approach revealed groups of genes that correspond in function to those identified by hypergeometric analysis, such as cell division, oxidative phosphorylation and cell motility. Interestingly, 55 DEGs belonging to novel groups were easily detected, corresponding to the classes of replication/nucleotide metabolism; cell wall/membrane/envelope biogenesis; and translation, ribosomal structure, and biogenesis. This combined approach allowed the establishment of a collection of 156 DEGs to be analyzed (Figure 5). Many of these DEGs appear in classes that may be considered essential for bacterial growth. For that reason, we carefully reviewed the existence of orthologs to essential genes among the DEGs. Currently, there is no report about essential genes in *R. etli*, so the list of DEGs was examined looking for orthologs to essential genes of *A. tumefaciens* (Curtis and Brun, 2014). In this way, we were able to establish the existence of 70 potentially essential DEGs in cKD24 (Figure 5).

**FIGURE 5:**
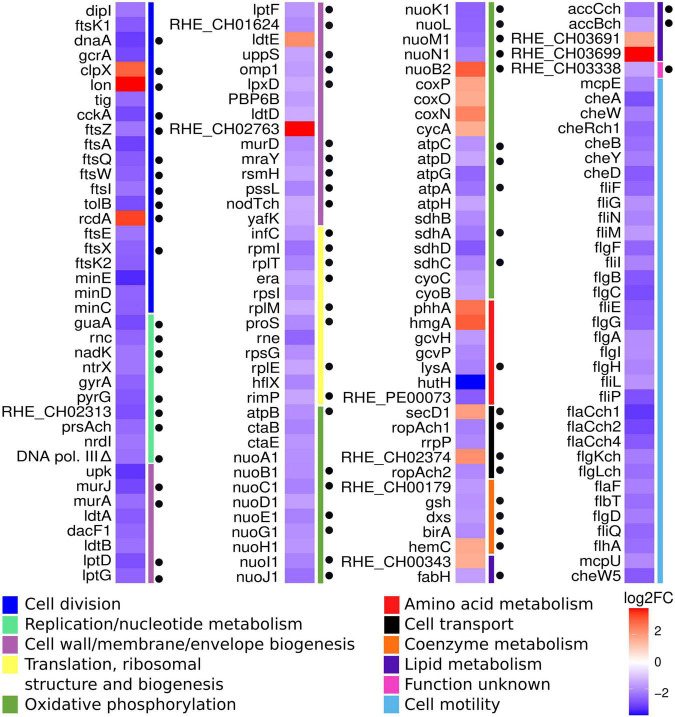
DEGs detected under RdsA depletion correspond to possible essential genes. Heatmap showing significant DEGs in the cKD24 mutant, grouped according to their function (colored bars at the right of the map), based on the COG database (see legend at the bottom). Red, upregulated DEGs; blue, downregulated DEGs (cutoff threshold of log2FC ≥ 1.5 and P-adj/FDR ≤ 0.02). Black circles located on the right side of the heatmap mark orthologs to essential genes of *A. tumefaciens*.

### RdsA Depletion Causes a Decrease in Expression of Essential Genes for Cell Division and Cell Wall Biogenesis

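For the cell division genes that the paper reports as altered, 18 were lower DEGs in cKD24 and 3 were higher DEGs among 21 matched by locus tag or symbol, the same numbers as when adjusted over the list alone, which is not independent evidence because the genes were chosen on these libraries. The higher ones encode proteolysis factors. *lon* (RHE_CH01589) rose from 5671 ± 228 CPM in CE3 to 28049 ± 10292 in cKD24 (log2 fold change 2.31), *clpX* (RHE_CH01588) from 3074 ± 259 to 10313 ± 2369 (1.75) and *rcdA* (RHE_CH03505) from 769 ± 37.3 to 3165 ± 961 (2.04). The trigger factor gene *tig* (RHE_CH01842) fell, from 449 ± 21.8 to 126 ± 29.5 CPM (log2 fold change -1.83, standard error 0.22, adjusted p = 9.46e-05 from edgeR's quasi-likelihood test). The set lay below the other genes by camera (adjusted p = 9.84e-06, and adjusted p = 0.220 with an estimated correlation).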

As expected from the phenotype exhibited by the cKD24 mutant, significant alterations were found in 21 genes participating in cell division. Most of these changes were corroborated by RT-qPCR analyses (Supplementary Figure 4). These are depicted in the KEGG map corresponding to cell division, based on the cell division pathway of *C. crescentus* (Laub et al., 2002), as shown in Figure 6. Most of these genes are conserved in Rhizobiales, such as *S. meliloti* (Pini et al., 2015). 

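The *fts* genes that the paper reports as altered were lower DEGs in cKD24. *ftsZ* (RHE_CH02840) went from 1427 ± 51.8 CPM in CE3 to 417 ± 115 in cKD24 (log2 fold change -1.78, standard error 0.27, adjusted p = 3.53e-04 from edgeR's quasi-likelihood test), and *ftsA* (RHE_CH02841) from 289 ± 5.00 to 64.1 ± 3.74 (log2 fold change -2.17). *ftsQ* (RHE_CH02842) (log2 fold change -1.90), *ftsW* (RHE_CH02848) (-1.91) and *ftsI* (RHE_CH02853) (-1.64) lie in the same chromosomal stretch, from 2963903 to 2982179, where all 14 genes with a locus tag between *ftsZ* and *ftsI* were lower and 7 were DEGs. Elsewhere on the chromosome, *ftsK1* (RHE_CH00152) (-1.72), *ftsK2* (RHE_CH03972) (-1.82), *ftsE* (RHE_CH03802) (-1.58) and *ftsX* (RHE_CH03803) (-1.55) were lower DEGs too. On p42e the neighbouring genes *minE* (RHE_PE00407), *minD* (RHE_PE00408) and *minC* (RHE_PE00409) had log2 fold changes of -2.51, -1.90 and -1.76, with *minE* at 136 ± 11.1 CPM in CE3 and 23.9 ± 4.30 in cKD24. A second *ftsZ* gene, RHE_CH02626, was not called (-0.25), except under library totals.

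**Figure D2:**
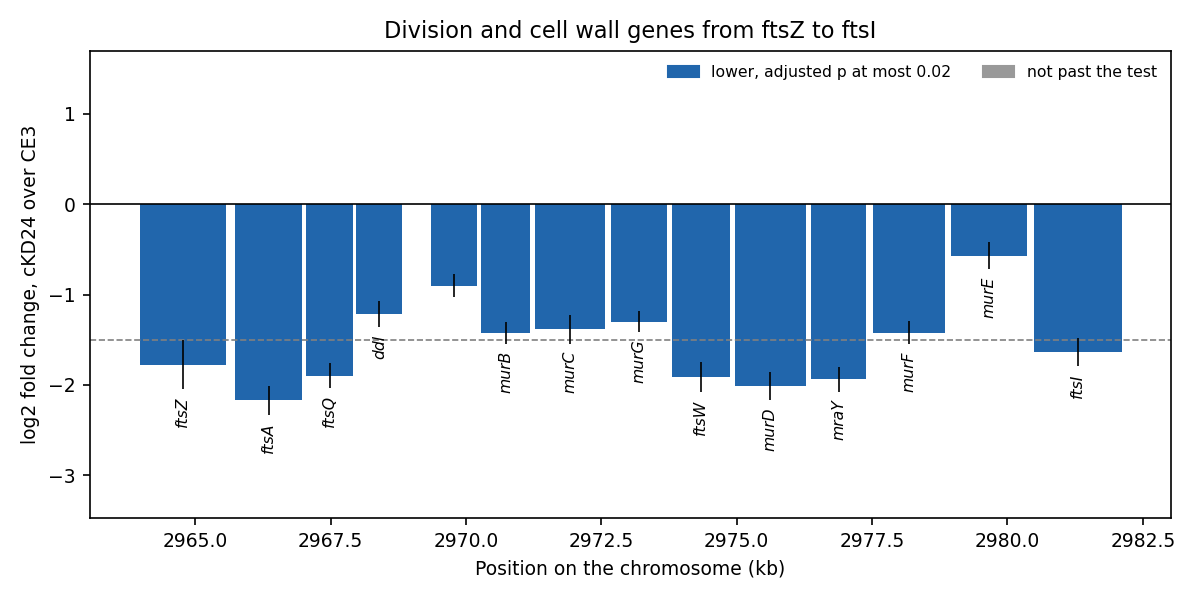
Log2 fold change (cKD24 over CE3) of the 14 genes from *ftsZ* to *ftsI* along the chromosome. Bars show the fold change with its standard error, and the dashed line marks -1.5, which 7 of the genes pass.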

The first aspect to highlight is that the genes *ftsA, E, I, K1, K2, Q, W, X*, and *Z*, whose products comprise most of the divisome, as well as the *minCDE* operon, participating in the correct location of the septum (Rothfield et al., 2005), were downregulated. Significant reductions in expression were also seen for *dnaA* (responsible for genome replication in coordination with cell division), *dipI* [a periplasmic protein that interacts with the *ftsQLB* complex (Osorio et al., 2017)], *gcrA* (an activator of *ctrA*) and *cckA* (a cell-cycle kinase). 

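*dnaA* (RHE_CH00358), at 370494 to 372044 on the chromosome, fell from 206 ± 29.3 CPM in CE3 to 48.1 ± 2.54 in cKD24 (log2 fold change -2.10, standard error 0.17). *gcrA* (RHE_CH00515) fell from 502 ± 44.0 to 109 ± 39.2 CPM (log2 fold change -2.21, standard error 0.29), *cckA* (RHE_CH02326) from 243 ± 6.13 to 63.4 ± 6.39 (log2 fold change -1.94, standard error 0.17) and *dipI* (RHE_CH00136), annotated as an SH3 domain-containing protein, from 89.8 ± 2.05 to 29.6 ± 1.89 (log2 fold change -1.60, standard error 0.12). In each of these genes every cKD24 library lay under every CE3 library, and the adjusted p ran from 7.74e-06 for *dipI* to 1.32e-04 for *gcrA* (edgeR's quasi-likelihood test).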

Interestingly, the master cell division regulator CtrA (Mann et al., 2016) was not downregulated (Figure 6 and Supplementary Figure 4). On the other hand, genes such as *pleC* (Kim et al., 2013), *podZ* (Grangeon et al., 2017; Howell et al., 2017), *popJ* (Fields et al., 2012; Anderson-Furgeson et al., 2016), *divK, divJ* (Pini et al., 2013), and GPR (Zupan et al., 2019, 2021), participating in determination of asymmetric and unipolar growth, displayed normal expression levels in the cKD24 mutant. 

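*ctrA* (RHE_CH03334), at 3497982 to 3498683 on the chromosome, had 302 ± 11.1 CPM in CE3 and 133 ± 16.6 in cKD24. Its log2 fold change of -1.19 (standard error 0.18, adjusted p = 3.28e-04 from edgeR's quasi-likelihood test) is a lower call that stays under the fold change threshold for a DEG. The nearby phosphotransferase gene *chpT* (RHE_CH03336) had a log2 fold change of -1.18 (57.7 ± 3.32 and 25.4 ± 1.38 CPM) and was likewise called lower without being a DEG.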

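The polar growth gene *podJ* (RHE_CH00555) varied between cKD24 cultures and was not called, with 408 ± 7.27 CPM in CE3 and 371 ± 178 in cKD24 (log2 fold change -0.14, standard error 0.31, adjusted p = 0.708 from edgeR's quasi-likelihood test), although library totals alone would call it lower. GPR (RHE_CH02340), a membrane protein gene with a coding length of 6975 bp, had 2715 ± 49.1 CPM in CE3 and 1382 ± 316 in cKD24. It was called lower without being a DEG (log2 fold change -0.97, standard error 0.27, adjusted p = 0.00957 from the same edgeR test), a call that was lost when any 1 CE3 library was left out. Of 9 genes that the paper describes as at normal levels, without change or not downregulated, or draws as non-DEGs in Fig. 6, and that could be matched, 6 were called lower (*dnaB* (RHE_CH01436) at -1.41, *ctrA*, *chpT*, *murG* (RHE_CH02847) at -1.30, GPR and *cpdR* (RHE_CH03575)), 0 were called higher, and 0 were DEGs. Numbers adjusted over the list alone were the same and are not independent evidence, since the study chose the genes on these libraries. Under upper-quartile factors *clpP* (RHE_CH01587) (0.65) was called higher. The set was not called by camera (adjusted p = 0.0320, and adjusted p = 0.380 with an estimated correlation).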

The downregulation in many genes for cell division suggests a major perturbation in cell division, which is consistent with the longer cell division times and cell division problems exhibited by the cKD24 mutant (Figures 2, 3 and Supplementary Movies 2–4). These data indicate that depletion of RdsA affects, either directly or indirectly, a sizable fraction of genes involved in cell division.

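The annotation holds 19 genes with an *fts*, *min* or *zap* symbol or a product named for cell division or the septum. In cKD24, 16 of them were lower and 0 were higher, the same numbers as when adjusted over the list alone. Of these, 12 are genes that the study chose on these libraries, all lower, and they hold all 12 DEGs of the list, so the list as a whole is not independent evidence. The other 7 held 4 lower genes below the DEG threshold, *ftsL* (RHE_CH02854) (log2 fold change -0.75), RHE_CH03493 (-0.94), *zapE* (RHE_CH03892) (-0.71) and *ftsY* (RHE_CH03953) (-0.82), of which *ftsY* alone was called under upper-quartile factors. The members that were not called are *ftsB* (RHE_CH01932) (log2 fold change -0.31), the second *ftsZ* gene RHE_CH02626 and *ftsH* (RHE_CH03458) (-0.37). The list takes *ftsY* and *ftsH* by symbol only, as they are annotated as a signal recognition particle-docking protein and an ATP-dependent zinc metalloprotease. The median log2 fold change was -1.64. The set lay below the other genes by camera (adjusted p = 1.55e-06, and adjusted p = 0.200 with an estimated correlation).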

**FIGURE 6:**
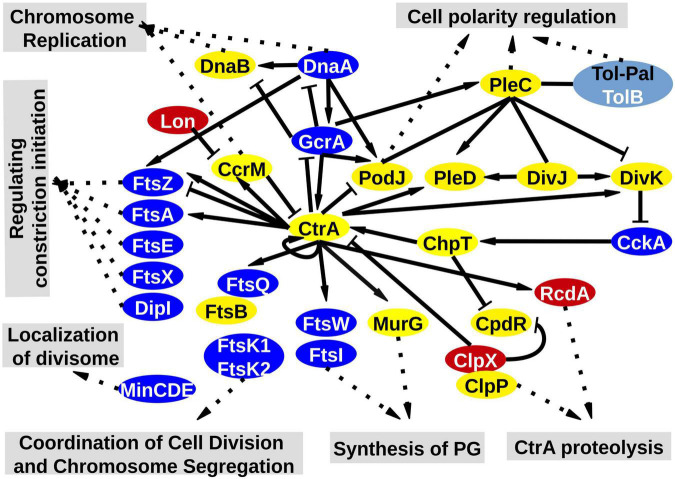
cKD24 mutant showed DEGs in the canonical cell division pathway for alphaproteobacteria. DEGs in the cKD24 mutant that were downregulated (blue ovals) or upregulated (red ovals) with a cutoff threshold of log2FC ≥ 1.5 and P-adj/FDR ≤ 0.02. Non-DEGs are shown in yellow ovals. TolB (in white letters) was the only downregulated gene in the Tol-Pal complex (light blue oval). The cell division pathway was based on the KEGG pathway map for Cell cycle in *C. crescentus.*

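*tolB* (RHE_CH03462) fell from 266 ± 7.36 CPM in CE3 to 60.7 ± 8.74 in cKD24 (log2 fold change -2.13, standard error 0.18, adjusted p = 1.21e-05 from edgeR's quasi-likelihood test). The genes named *tolR*, *pal* and *tolQ* changed less, and *tolA* was not analysed here, as the annotation used gives no gene that name. *tolR* (RHE_CH03465) (log2 fold change -0.66) and *pal* (RHE_CH03461) (-0.70) were called lower without being DEGs, and *tolQ* (RHE_CH03466) (-0.50) was not called. The calls of *tolR* and *pal* were lost under upper-quartile factors and when CE3 replicate 1 or 3 was left out.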

For the PG synthesis pathway (Figure 7), extensive downregulation, verified by RT-qPCR analysis (Supplementary Figure 4) was also detected. The *uppS* and *upK* genes, performing the synthesis of di-trans, poly-*cis*-undecaprenyl phosphate from farnesyl diphosphate, were shown to be downregulated. 

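*upk* (RHE_CH00310), an undecaprenyl-diphosphate phosphatase gene at 318411 to 319208 on the chromosome, fell from 116 ± 6.06 CPM in CE3 to 25.5 ± 2.47 in cKD24 (log2 fold change -2.19, standard error 0.14). *uppS* (RHE_CH01917), an isoprenyl transferase gene at 1998257 to 1999000, fell from 124 ± 5.00 to 35.7 ± 5.47 (log2 fold change -1.80, standard error 0.15). Both were DEGs with adjusted p = 4.97e-06 and 1.28e-05 from edgeR's quasi-likelihood test.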

Downstream in the pathway, the genes *murA, murE*, and *mraY* (involved in the synthesis of precursors of PG) displayed reduced levels in the cKD24 mutant. 

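*murA* (RHE_CH00579) fell from 381 ± 22.6 CPM in CE3 to 108 ± 17.6 in cKD24 (log2 fold change -1.82, standard error 0.20) and *mraY* (RHE_CH02850) from 157 ± 9.52 to 40.9 ± 2.16 (log2 fold change -1.94, standard error 0.14), both as DEGs. *murE* (RHE_CH02852) changed less, from 148 ± 5.46 to 99.6 ± 9.47 CPM (log2 fold change -0.57, standard error 0.15, adjusted p = 0.00846 from edgeR's quasi-likelihood test). It was called lower without being a DEG, and the call was lost under upper-quartile factors and when any 1 CE3 library was left out. *murD* (RHE_CH02849), beside *mraY*, fell from 182 ± 6.91 to 45.2 ± 4.45 CPM (-2.01) as a DEG. *murB* (RHE_CH02845) (-1.42), *murC* (RHE_CH02846) (-1.38) and *murF* (RHE_CH02851) (-1.42), from the same stretch, were called lower below the DEG threshold.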

Reductions in the expression levels of both *ddl* and *alr* genes, which participate in synthesis of D-amino acids, were undetectable in the RNAseq analysis, but showed a distinct downregulation in the RT-qPCR analysis. 

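Both genes were called lower in the counts, without reaching the fold change threshold for a DEG. *ddl* (RHE_CH02843) had 85.3 ± 2.24 CPM in CE3 and 36.8 ± 6.21 in cKD24 (log2 fold change -1.22, standard error 0.15, adjusted p = 8.10e-05 from edgeR's quasi-likelihood test). *alr* (RHE_CH01432) had 90.8 ± 3.49 and 36.3 ± 4.68 CPM (log2 fold change -1.32, standard error 0.13, adjusted p = 3.21e-05 from the same edgeR test). A second gene annotated as alanine racemase, RHE_PF00437, was not called (log2 fold change 0.24).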

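*murJ* (RHE_CH00386), at 395395 to 396975 on the chromosome, is annotated as a murein biosynthesis integral membrane protein. It had 124 ± 1.32 CPM in CE3 and 34.8 ± 7.41 in cKD24 and was a lower DEG (log2 fold change -1.83, standard error 0.17, adjusted p = 2.17e-05 from edgeR's quasi-likelihood test). The gene *ftsW*, annotated as a putative lipid II flippase, had 206 ± 8.24 CPM in CE3 and 54.9 ± 7.59 in cKD24.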

Low gene expression was also seen for genes, such as *murJ*, participating apparently in flipping of the PG precursors across the plasma membrane for subsequent polymerization (Egan et al., 2020) and *ftsW*, a peptidoglycan glycosyltransferase (Taguchi et al., 2019). These observations point toward a general decrease in the synthesis of PG precursors.

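A list of the *mur* genes, *mraY*, *uppS*, *upk*, *ddl*, *alr* and the *glm* genes held 19 genes. In cKD24, 18 were lower and 0 were higher, the same numbers as when adjusted over the list alone. Of these, 6 were DEGs. The smallest falls were those of *murE* and *murI* (RHE_CH02314) (log2 fold change -0.60), and the call of *murI* too was lost when any 1 CE3 library was left out. The median log2 fold change was -1.38. The gene not called was RHE_PF00437. By camera the set lay below the other genes (adjusted p = 1.55e-06, and adjusted p = 0.136 with an estimated correlation).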

**FIGURE 7:**
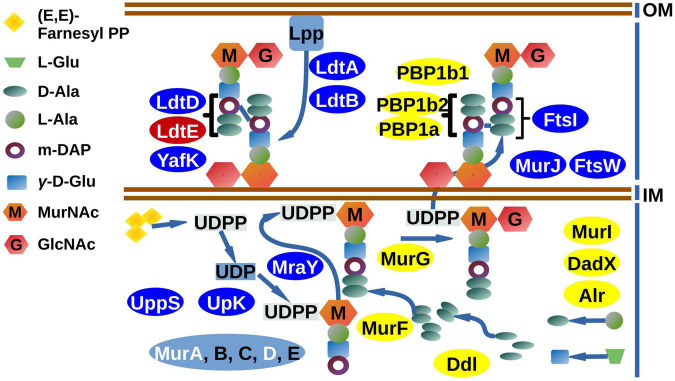
DEGs are part of the canonical cell wall biogenesis pathway. DEGs in the cKD24 mutant that were downregulated (blue ovals) or upregulated (red ovals) with a cutoff threshold of log2FC ≥ 1.5 and P-adj/FDR ≤ 0.02. Non-DEGs are shown in yellow ovals. DEGs downregulated in the *murA-murE* gene cluster (light blue oval) are shown in white letters. The pathway map is based on KEGG Pathway Maps: Peptidoglycan biosynthesis, D-Alanine, and D-glutamate metabolism.

Furthermore, the penicillin-binding proteins (PBP) *ftsI* and PBP1b1, which are responsible for the transpeptidation and transglycolyzation of PG molecules during the cell division cycle (Cameron et al., 2014), were downregulated in the cKD24 mutant, although the reduction in expression of PBP1b1 was only detected in the RT-qPCR analysis (Supplementary Figure 4). 

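*ftsI*, annotated as penicillin-binding protein 2 at 2980422 to 2982179 on the chromosome, had 221 ± 4.43 CPM in CE3 and 71.0 ± 3.02 in cKD24 (standard error of its log2 fold change 0.15, adjusted p = 2.09e-05 from edgeR's quasi-likelihood test). PBP1b1 (RHE_CH00146), at 155282 to 157612, had 193 ± 3.39 CPM in CE3 and 86.0 ± 3.20 in cKD24. It was called lower in the counts without being a DEG (log2 fold change -1.17, standard error 0.15, adjusted p = 1.21e-04 from the same edgeR test).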

Interestingly, similar levels of expression to the wild-type cells were seen for PBPs that participate in cell elongation, such as PBP1c, or essential for polar growth in *A. tumefaciens* and *S. meliloti*, as PBP1a (Williams et al., 2021). 

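PBP1c (RHE_PE00009), on p42e from 9671 to 11752, had 107 ± 4.25 CPM in CE3 and 54.8 ± 8.70 in cKD24. It was called lower without being a DEG (log2 fold change -0.97, standard error 0.15, adjusted p = 4.66e-04 from edgeR's quasi-likelihood test). The annotation names a pair of PBP1A genes and the sources used here do not say which is meant. RHE_CH01647 was called lower without being a DEG (log2 fold change -0.80), a call that was lost when any 1 CE3 library was left out, and RHE_CH01126 was not called (-0.10).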

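Genes annotated as D-alanyl-D-alanine carboxypeptidases include PBP6B (RHE_CH02211) and *dacF1* (RHE_CH00944). PBP6B had 326 ± 2.81 CPM in CE3 and 86.8 ± 12.7 in cKD24 (log2 fold change -1.91, standard error 0.18). *dacF1* had 284 ± 6.21 and 81.3 ± 7.68 CPM (log2 fold change -1.80, standard error 0.17). The adjusted p was 2.37e-05 for PBP6B and 2.11e-05 for *dacF1* (edgeR's quasi-likelihood test), and both were DEGs.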

Down regulation was also observed for low molecular weight PBPs, such as PBP6B and *dacF*. The significance of these reductions is difficult to ascertain, given that its individual participation might be dispensable for the polymerization of PG, due to their redundant activities (Egan et al., 2020; Williams et al., 2021). However, cell branching and ectopic cell poles have been reported for *E. coli* cells lacking multiple low molecular weight PBPs (Nilsen et al., 2004; Potluri et al., 2012). For the LD-transpeptidases, participating in PG biosynthesis during cell elongation (Egan et al., 2020; Aliashkevich and Cava, 2021), enhanced expression was found for *ldtE*, but lower expression was seen for *ldtA*, *ldtB*, and *ldtD*. 

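*ldtE* (RHE_CH01741), the gene that holds the *ldtE* primers of Supplementary Dataset 1B, rose from 126 ± 5.40 CPM in CE3 to 555 ± 138 in cKD24 (log2 fold change 2.13, standard error 0.24, adjusted p = 5.33e-05 from edgeR's quasi-likelihood test). Lower DEGs were *ldtA* (RHE_CH00814) (log2 fold change -1.59), *ldtB* (RHE_CH01168) (-1.63) and *ldtD* (RHE_CH02382) (-1.58), with standard errors of 0.16 to 0.18. *yafK* (RHE_CH03829), annotated as another murein L,D-transpeptidase, fell from 240.2 ± 5.44 to 68.7 ± 9.89 CPM (-1.81) and was a DEG as well.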

Interestingly, one of these (*ldtB*) localizes to the growth pole, at least in *A. tumefaciens* (Cameron et al., 2014; Grangeon et al., 2015). These data indicate that RdsA may function as an activator, either directly or indirectly, of the PG biosynthetic pathway. 

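Over all 25 genes annotated as penicillin-binding proteins, D-alanyl-D-alanine carboxypeptidases or L,D-transpeptidases, 18 were lower in cKD24 and 2 were higher, the same numbers as when adjusted over the list alone. DEGs numbered 7 lower and 1 higher, the latter being *ldtE*. The other higher gene was RHE_PF00470 (log2 fold change 1.07). The median log2 fold change was -0.87, and the set lay below the other genes by camera (adjusted p = 3.71e-04, and adjusted p = 0.221 with an estimated correlation).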

The complex phenotype displayed by mutant cKD24, characterized by a change in cell shape and altered cell division, may be the product of the reductions in expression of genes for cell division and PG biosynthesis.

### RdsA Depletion Generates Changes in the Expression of Essential Genes in Oxidative Respiration and Translation

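The chromosome carries a run of complex I genes from RHE_CH01602 to RHE_CH01618 and a second, partial group near RHE_CH03740. The run includes 3 genes of other products, RHE_CH01605 (-1.13), RHE_CH01607 (-1.79, a DEG) and RHE_CH01610 (-1.37). All 17 genes of the run were lower in cKD24, 14 of them as DEGs, the same numbers as when adjusted over the list alone. *nuoL* (RHE_CH01616) fell from 566 ± 13.5 CPM in CE3 to 84.3 ± 9.65 in cKD24 (log2 fold change -2.75, standard error 0.20, adjusted p = 7.20e-06 from edgeR's quasi-likelihood test), *nuoK1* (RHE_CH01615) from 88.9 ± 4.94 to 14.1 ± 0.268 (log2 fold change -2.65), and *nuoM1* (RHE_CH01617) (-2.68) and *nuoJ1* (RHE_CH01614) (-2.65) by about as much. By camera these genes lay below the others (adjusted p = 1.98e-08, and adjusted p = 0.245 with an estimated correlation). Most of the run appears in Fig. 5 as DEGs of these libraries, so the test is not independent evidence. The 6 *nuo* genes outside the run behaved otherwise. 3 of them were higher and 0 lower, also when adjusted over the list alone: *nuoG* (RHE_CH03742) (1.13), *nuoE* (RHE_CH03740) (0.99) and *nuoF* (RHE_CH03741) (0.95), none a DEG, and under library totals none of these was called. That group did not stand apart by camera (adjusted p = 0.280, and adjusted p = 0.439 with an estimated correlation). *nuoE* and *nuoF* had only 6.86 ± 0.549 and 15.2 ± 1.16 CPM in CE3, and genes with few counts in CE3 were mostly higher in cKD24.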

Concerning the DEGs involved in oxidative respiration, most of the genes of the *nuo* clusters, which encode respiratory complex I, were shown to be downregulated. 

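The genes *sdhB* (RHE_CH03894), *sdhA* (RHE_CH03895), *sdhD* (RHE_CH03896) and *sdhC* (RHE_CH03897) lie next to each other on the chromosome, from 4127908 to 4131341. All 4 were lower DEGs in cKD24, also when adjusted over the list alone, with log2 fold changes of -2.20, -2.36, -2.96 and -2.28. *sdhD* had 164 ± 6.75 CPM in CE3 and 21.2 ± 4.48 in cKD24, and *sdhA* 355 ± 14.2 and 69.3 ± 6.44. As a set they lay below the other genes by camera (adjusted p = 0.00253, and adjusted p = 0.320 with an estimated correlation). That test is not independent evidence, since the paper reports these 4 genes as reduced in the same libraries.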

Similar behavior was observed for the succinate dehydrogenase operon (*sdhBADC*), comprising respiratory complex II. 

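The annotation names 9 ATP synthase genes in separate chromosomal stretches. All were lower in cKD24 and 6 were DEGs, the same numbers as when adjusted over the list alone. In the stretch from 4100124 to 4105226, *atpG* (RHE_CH03871) fell from 413 ± 6.95 CPM in CE3 to 59.5 ± 11.7 in cKD24 (log2 fold change -2.80, standard error 0.21, adjusted p = 7.97e-06 from edgeR's quasi-likelihood test), *atpA* (RHE_CH03872) from 1089 ± 52.1 to 181 ± 38.2 (log2 fold change -2.59), and *atpC* (RHE_CH03869) (-1.85), *atpD* (RHE_CH03870) (-1.79) and *atpH* (RHE_CH03873) (-1.57) were DEGs as well. *atpB* (RHE_CH00864), at 906518 to 907270, was a DEG (-2.08), and its neighbours RHE_CH00866 (-1.20), RHE_CH00865 (-0.99) and RHE_CH00867 (-0.94) were lower below the DEG threshold. By camera the genes lay below the others (adjusted p = 2.09e-04, and adjusted p = 0.332 with an estimated correlation). The 6 DEGs are those that the paper names from these libraries, so the test is not independent evidence.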

A large fraction of the genes that encode the ATP synthase complex in *R. etli*, affecting both the F_1_ (*atpA, C, D, G, H*) and the F_0_ (*atpB*) regions were also downregulated in cKD24. The marked reduction in expression of genes for respiratory complexes suggests that the mutant cKD24 could face difficulties in the generation of energy.

Surprisingly, reductions in expression of several genes that participate in ribosome structure and function, corroborated by RT-qPCR (Supplementary Figure 4), were also seen. 

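Ribosomal protein genes form a list of 56, of which 30 were lower in cKD24 and 1 was higher, the same numbers as when adjusted over the list alone, against 28 and 7 under upper-quartile factors and 44 and 0 under library totals. 7 were DEGs. *rpmI* (RHE_CH00261), encoding L35, fell from 138 ± 9.94 CPM in CE3 to 23.2 ± 2.76 in cKD24 (log2 fold change -2.57, standard error 0.15, adjusted p = 4.88e-06 from edgeR's quasi-likelihood test) and *rplT* (RHE_CH00262), encoding L20, from 273 ± 25.2 to 53.2 ± 10.0 (log2 fold change -2.36). *rpsG* (RHE_CH01671) (-2.08), *rpsI* (RHE_CH01570) (-2.03), *rplE* (RHE_CH01687) (-1.86) and *rplM* (RHE_CH01571) (-1.59) fell too. The higher gene was *rpsU* (RHE_CH01171), encoding S21 (1.31), with 3.65 ± 0.427 CPM in CE3 and 9.01 ± 3.32 in cKD24. It lies in the lowest 10% of genes by CE3 expression, whose median log2 fold change was 1.45. The median log2 fold change of the list was -0.69, and by camera the set lay below the other genes (adjusted p = 2.80e-04, and adjusted p = 0.650 with an estimated correlation).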

For structural ribosomal proteins, S7 (*rpsG*), L5 (*rplE*), L13 (*rplM*) and L35 (*rpmI*) displayed reduced expression in cKD24. Significant reductions were also seen for *infC* that encodes for the translation initiation factor IF-3 (Singh et al., 2005) and *proS* encoding the proline-tRNA ligase (Zajac et al., 2020). These results suggest that cKD24 may present problems in the synthesis of proteins.

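*infC* (RHE_CH00260), at 271853 to 272389 on the chromosome next to *rpmI*, fell from 246 ± 26.6 CPM in CE3 to 58.7 ± 8.71 in cKD24 (log2 fold change -2.07, standard error 0.19, adjusted p = 1.69e-05 from edgeR's quasi-likelihood test). *proS* (RHE_CH01623) fell from 173 ± 7.16 to 39.5 ± 4.24 CPM (log2 fold change -2.13, standard error 0.15, adjusted p = 7.20e-06 from the same edgeR test). Of 13 genes for initiation, elongation, release and recycling factors, 10 were lower and 1 was higher, the same numbers as when adjusted over the list alone. The DEGs among them were *infC*, *frr* (RHE_CH01916) (-1.54), *infB* (RHE_CH00116) (-1.54) and *fusA* (RHE_CH01672) (-1.53). *tsf* (RHE_CH01914) (-0.30) and *prfA* (RHE_CH03756) (0.43) were not called, and the higher one was RHE_CH01066 (1.00), annotated as elongation factor G, which was not called under library totals. The factors lay below the other genes by camera (adjusted p = 0.00656, and adjusted p = 0.439 with an estimated correlation).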

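The aminoacyl-tRNA synthetases form a list of 21 genes. In cKD24, 17 were lower and 0 were higher (18 and 1 when adjusted over the list alone), and without CE3 replicate 1 the lower ones numbered 11. The DEGs were *proS* and *gltX* (RHE_CH03656) (log2 fold change -1.60), followed by *serS* (RHE_CH01826) (-1.45) and *lysS* (RHE_CH03657) (-1.37) below the DEG threshold. By camera the synthetases lay below the other genes (adjusted p = 1.98e-04, and adjusted p = 0.221 with an estimated correlation).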

## Discussion

In this study we show that *rdsA* plays a crucial role in determining cell division and shape in *Rhizobium etli*. Depletion of RdsA causes a round cell phenotype, longer generation time and changes in cell polarity, causing some of the cells to start growing from the old pole. Ectopic growth poles were also seen, giving rise to branched cells. It should be stressed that these changes were seen upon long-term depletion of RdsA. Due to technical limitations, we were unable, at this time, to institute a short-term depletion regime. Thus, it should be kept in mind that an unknown fraction of the changes that we see might be indirect or pleiotropic. Despite this caveat, the combination of changes observed is unusual among mutants affecting cell division in Rhizobiales. Regarding cell shape, round cells were detected upon depletion of GPR in *A. tumefaciens* (Zupan et al., 2019, 2021) or its ortholog (*rgsE*) in *S. meliloti* 1021 (Krol et al., 2020), as well as upon elimination of *cpdR* in *S. meliloti* 1021 (Kobayashi et al., 2009) or *ntrY* in *S. meliloti* GR4 (Calatrava-Morales et al., 2017). A round cell phenotype has been described also in cells that overproduce RgsM in *S. meliloti* 1021 (Schäper et al., 2018). Interestingly, branched cells or changes of polarity were not described in these cases, and no changes in the expression for any of these genes were found in cKD24. 

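*cpdR*, annotated as a response regulator at 3770009 to 3770371 on the chromosome, had 159.7 ± 16.0 CPM in CE3 and 87.3 ± 24.7 in cKD24. It was called lower without being a DEG (log2 fold change -0.87, standard error 0.21, adjusted p = 0.00554 from edgeR's quasi-likelihood test), and the call was lost when CE3 replicate 3, cKD24 replicate 1 or cKD24 replicate 2 was left out.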

Changes in stoichiometry of specific proteins in the *minCDE* system of *S. meliloti* 1021 may affect cell shape and branching (Cheng et al., 2007). These effects require imbalance between the *min* components, such as elimination of *minE* but preservation of the other proteins, and were not seen upon knocking-out of the whole operon. Overproduction of *minCDE* produces filamentous cells, with multiple branching points (Cheng et al., 2007). In contrast, reduced expression of the *minCDE* was observed in the cKD24 mutant. Our previous work (Landeta et al., 2011) revealed that a mutation in *minCDE* produced a high amount of minicells.

Medium-dependent shape changes toward round cells, sometimes coupled with delocalization of a polar protein, were seen upon overproduction of specific proteins in *S. meliloti*, such as RgsA, RgsB, RgsC or RgsS, but not upon their depletion (Krol et al., 2020). Moreover, expression of the corresponding orthologous genes remained unaltered in mutant cKD24.

Formation of ectopic growth poles, branching and changes in polarity were seen upon depletion of polar-organizing proteins or global regulators. For instance, deletion of regulators such as *divK*, *pleC* or the *pleC*-related regulator *pdhS1* in *A. tumefaciens* generated branched cells with ectopic growth poles (Kim et al., 2013). In *A. tumefaciens*, either elimination or depletion of *popZ* lead to the formation of ectopic growth poles, branching and even minicell formation (Grangeon et al., 2017; Howell et al., 2017). Mutants depleted of PodJ in *A. tumefaciens* revealed a high proportion of branched cells with ectopic growth poles, as well as a low proportion of minicells (Anderson-Furgeson et al., 2016). In these mutants, a high proportion of cells with a changed polarity (as much as 47%), were also seen, linked to a mislocalization of the PopZ protein (Anderson-Furgeson et al., 2016). Similarly, a *podJ1* mutant in *S. meliloti* showed a medium-dependent apparition of branched cells, sometimes with multiple growth poles (Fields et al., 2012). Alterations in the expression of these genes were not seen for mutant cKD24. In fact, the combination of effects seen upon depletion of RdsA (round cell shape, changes in polarity, ectopic growth poles and branched cells), remains unique among mutants affecting cell division in the Rhizobiales.

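Lists for the processes discussed in the paper (cell division, cell wall, aerobic respiration, translation, and motility with chemotaxis) hold 280 genes between them. In cKD24, 210 were lower and 14 were higher, and 114 were lower DEGs against 2 higher ones (*ldtE* and *ctaD* of RHE_CH02616). Of all 6226 genes, 1877 were lower and 1818 higher. The paper drew these processes from the same libraries, and the lists hold DEGs that it reports, so the tally is not independent evidence. Translation had 57 lower genes of 90 and the cell wall 36 of 44. These genes hold 114 of all 475 lower DEGs. DEGs lay on every replicon. The chromosome had 443 higher and 383 lower DEGs and a median log2 fold change of -0.14. The median was 0.69 on p42b, 0.66 on p42c, 0.29 on p42e and 0.45 on p42f. It was 0.25 on p42a and 0.25 on p42d, but 0.14 on both without cKD24 replicate 2, and 0.13 and 0.11 among genes with a mean CPM of at least 10. Under library totals only p42b and p42c kept a median above 0, while the order of plasmids over the chromosome held under every scaling. It ended for p42d (-0.29 against -0.13) after subtraction of a background per kb (5% quantile, a setting chosen after the data were seen). Genes are not replicates, so no p-value is given for replicons. From the transcriptome of cKD24 the paper concludes that RdsA is a global regulator of transcription, and it leaves open whether these processes are altered directly or indirectly.

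**Figure D3:**
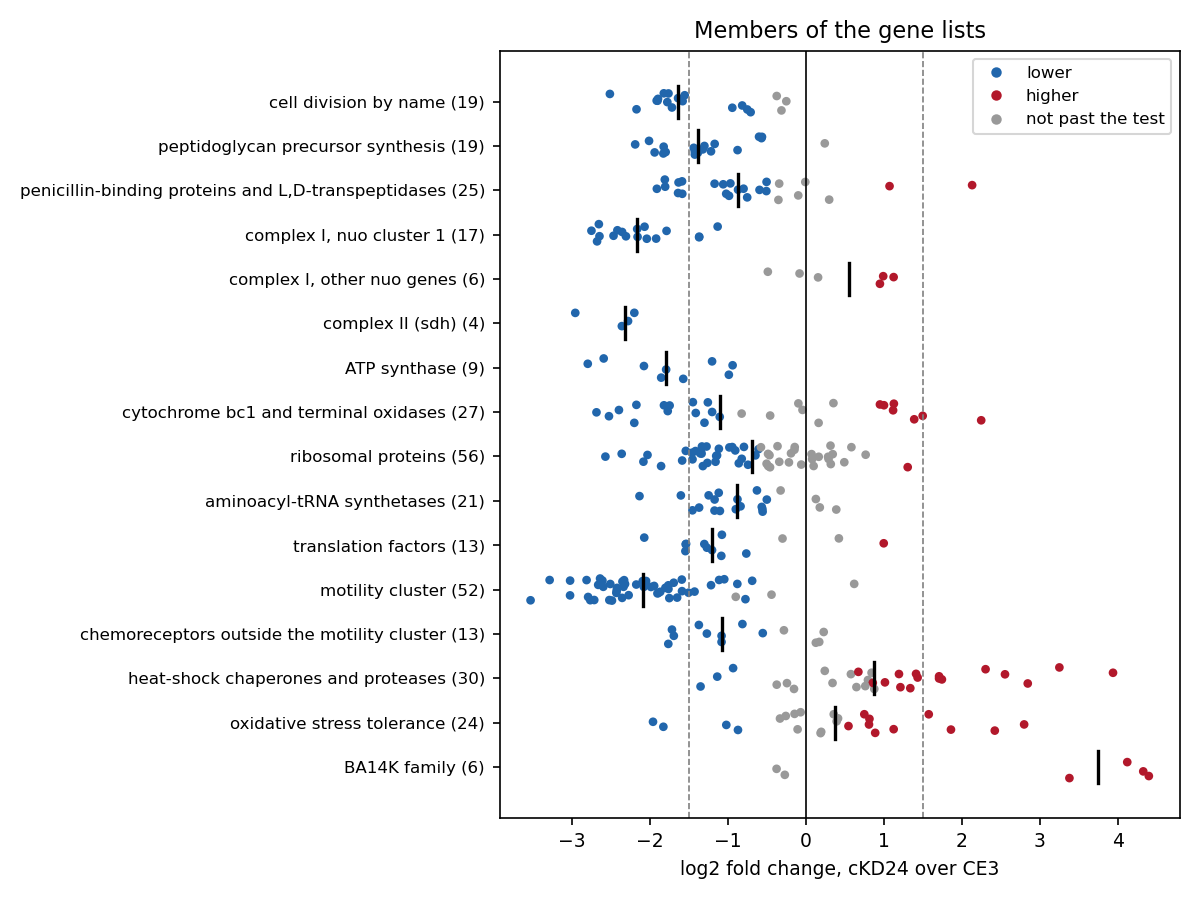
Log2 fold changes (cKD24 over CE3) of the members of 16 gene lists. Points are genes, black lines are list medians and dashed lines mark -1.5 and 1.5, and the medians of the division, cell wall, main complex I run, complex II, ATP synthase, ribosome and motility lists lie below 0, under each of the scalings tried.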

The transcriptomic analysis of mutant cKD24 reveals that RdsA acts as a global transcriptional regulator. Although many of the genes with altered expression in the mutant have not been characterized, it is clear that depletion of RdsA alters, either directly or indirectly, at least five biological processes, namely cell division, cell wall biosynthesis, aerobic respiration, translation and motility. Regarding cell division, reduced transcript levels were detected for many of the genes that participate in divisome assembly (such as *ftsA, E, I, K1, K2, Q, W, X*, and *Z*) and proper septum formation (*minCDE*). Reduced transcript levels were also seen for *dnaA* (crucial for DNA replication) *dipI* (interacting with *ftsQLB*) and for global regulators such as *cckA* and *gcrA*, but not *ctrA*. For cell wall biosynthesis, reduced transcript levels were seen for genes participating in almost every step of peptidoglycan biosynthesis, including precursor synthesis, flipping, transpeptidation and transglycolyzation. Aerobic respiration also showed extensive downregulation, affecting complex I (the *nuo* clusters), complex II (succinate dehydrogenase system), and complex V (ATP synthase). Genes encoding proteins of significance for the translation process were also downregulated, including four ribosomal proteins (for the small and large subunits of the ribosome), an initiation factor for translation (IF-3) and a unique gene for tRNA_*pro*_ synthesis (*proS*). 

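The motility cluster spans 52 genes on the chromosome, from RHE_CH00636 to RHE_CH00687. In cKD24, 49 were lower and 0 were higher, the same numbers as when adjusted over the list alone, and 42 were DEGs. The flagellin genes *flaCch1* (RHE_CH00669) and *flaCch2* (RHE_CH00670) fell from 1926 ± 145 and 2266 ± 48.7 CPM in CE3 to 167 ± 35.0 and 233 ± 57.6 in cKD24 (log2 fold changes -3.53 and -3.28), although near-identical copies can share reads. The rod genes *flgB* (RHE_CH00658) (-3.02) and *flgC* (RHE_CH00659) (-3.02) and the chemotaxis kinase gene *cheA* (RHE_CH00639) (-2.81) fell as well. The members not called were RHE_CH00673 (-0.90), *visN* (RHE_CH00647) (-0.44) and *rem* (RHE_CH00678) (0.62), which upper-quartile factors would call higher. The median log2 fold change was -2.08, and the cluster lay below the other genes by camera (adjusted p = 5.95e-16, and adjusted p = 0.200 with an estimated correlation). The paper reports most of the cluster as reduced in the same libraries, so the test is not independent evidence.

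**Figure D4:**
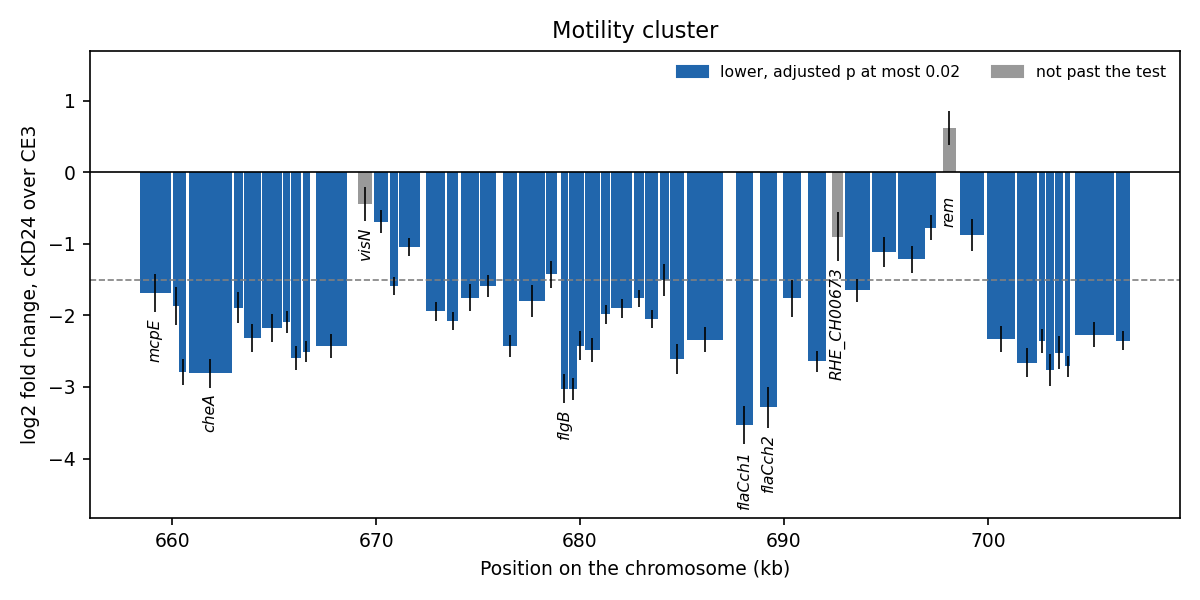
Log2 fold change (cKD24 over CE3) of the 52 genes of the motility cluster in chromosomal order. Bars show the fold change with its standard error, the dashed line marks -1.5, and 42 genes pass it as DEGs.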

Cell motility was also affected, with significantly reduced expression in 36 out of the 52 genes that comprise the motility cluster.

It is not easy to explain the pattern of expression displayed by mutant cKD24 by invoking control of known regulatory genes involved in each biological process. For cell cycle control, the master regulatory gene in many bacteria is *ctrA*, but *ctrA* was not differentially expressed in cKD24. However, alterations in functioning of the CtrA system may occur at the posttranscriptional level, which it was not explored in this work. Although the *ctrA* regulon has not been described in *R. etli*, it was reported for the related bacterium *S. meliloti* (Pini et al., 2015). 

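*mcpE* (RHE_CH00636), annotated as a globin-coupled sensor protein, opens the motility cluster at 658353 to 659984. It had 91.5 ± 5.23 CPM in CE3 and 28.2 ± 11.4 in cKD24 and was a lower DEG (log2 fold change -1.69, standard error 0.27, adjusted p = 4.32e-04 from edgeR's quasi-likelihood test). Outside that cluster the annotation names 13 methyl-accepting chemotaxis proteins, of which 9 were lower and 0 were higher, the same numbers as when adjusted over the list alone. The DEGs were *mcpU* (RHE_CH00912) (log2 fold change -1.76), RHE_CH00708 (-1.72) and RHE_CH00532 (-1.69). As a set these chemoreceptors lay below the other genes by camera (adjusted p = 0.00856, and adjusted p = 0.406 with an estimated correlation).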

An inspection of the differentially expressed genes in the *ctrA* depleted strain of *S. meliloti* and cKD24 in *R. etli*, revealed just a few relevant similarities, restricted mainly to *dipI*, *mcpA*, *mcpE*, *mcpZ*, *minCDE*, and PBP6b. Similarly, transcriptomic analysis of strains depleted or lacking known regulatory genes involved in cell division, such as *ntrY* in *S. meliloti* GR4 (Calatrava-Morales et al., 2017), *cdnL* (Woldemeskel et al., 2020) and *hfq* (Irnov et al., 2017) in *C. crescentus*, did not reveal similarities with the transcriptional pattern described for the depletion of RdsA.

The phenotypic effects of depletion of RdsA on cell shape, division and polarity can be attributed to the changes in functioning of key genes for cell division and peptidoglycan assembly. At this moment, is not possible to ascertain what components are under the direct control of RdsA, and which are due to indirect control. The main difficulty is that RdsA is a predicted hybrid histidine kinase, but its response element remains unknown, a point which will be the subject of future work. As mentioned before, convincing orthologs to *rdsA* are mainly restricted to the Rhizobiales, including Agrobacterium and Rhizobium species.

Coordination between division and cell metabolism is an essential aspect for the evolutionary success of any organism (Sperber and Herman, 2017; Bergé et al., 2020). RdsA in Rhizobium may be a key regulator controlling a plethora of functions relevant not only to division, but also for general cell metabolism. Understanding this mechanism, including the target genes subject to direct control, will be the aim of future work.

## Materials and Methods

### Growth Conditions

All the *Rhizobium etli* strains were grown in PY medium supplemented with calcium chloride (Noel et al., 1984) or in MMY minimal medium (Bravo and Mora, 1988) supplemented with biotin at 1 mg l^–1^, at 30°C. When needed, cumate (10 μg ml^–1^) or Isopropyl β-D-1-thiogalactopyranoside (IPTG, 1.0 mM) were added as inducers. *Escherichia coli* strains were grown in LB broth at 37°C. When needed, antibiotics were added at the following concentrations (in μg ml^–1^): kanamycin (Kan), 30; nalidixic acid (Nal), 20; gentamicin (Gm), 30 and spectinomycin (Sp), 100, tetracycline (Tet), 10. For *R. etli* growth curves, overnight cultures of the appropriate strains in PY medium were centrifuged, washed in saline solution and used to inoculate 200 μl microplate cultures to an A_600_ of 0.05. Microplates were incubated at 30°C, with hourly determinations of absorbance in a BioTek Synergy™HT reader. For viability determinations, the alamarBlue™ HS cell viability reagent (Invitrogen) was used, according to the instructions of the manufacturer.

### Primers and Strain Construction

The conditional knockdown (cKD) mutagenesis employed aimed to put gene *rdsA* (RHE_PE00024) under the control of a cumate-inducible promoter. To that end, a region encompassing the transcriptional repressor CymR in conjunction with the PR/cmtO promoter (Chubiz et al., 2013) was amplified by PCR and ligated into pK18mob (Schäfer et al., 1994), generating pMASQ plasmid. The specific knockdown vector was generated by amplification of a 306 pb segment of *rdsA* (encompassing the translation initiation site and 295 bp downstream) and ligated into pMASQ, giving rise to pMASQ*:rdsA*_300nt_. This plasmid was transformed into *E. coli* S17-1 and used as donor in plate biparental matings with *R. etli* CE3, selecting for transconjugants resistant to Nal and Kan. A single-crossover recombination event with the homologous target cointegrates the whole plasmid, producing the displacement of the native *rdsA* promoter and the incorporation of the cumate-inducible promoter upstream of the full-length *rdsA* gene (strain cKD24). To minimize apparition of second-site suppressors of cKD24, all experiments were started either from newly-constructed cKD24 or from frozen stocks preserved in glycerol. For complementation, the full-length *rdsA* was cloned into the replicative plasmid pSRKGm (Khan et al., 2008), under the control of a *lac*-inducible promoter, with the restriction enzymes *Nde*I-*Bam*HI, giving rise to pSRKGm*:rdsA*. Primers employed in this work are shown in Supplementary Datasets 1A,B. All primers were designed with Primer-BLAST software, and purchased from commercial providers. Taq DNA polymerase (Thermo Scientific) and Platinum Taq polymerase (Invitrogen), were used in PCRs.

### Microscopy

For static visualization, samples of 9 h liquid cultures in PY medium (either with or without inducer) of *R. etli* strains were spotted on agarose beds (1% in PBS buffer, Grace Bio-Labs SecureSeal™ imaging spacer) and analyzed on a Nikon Eclipse Ti inverted microscope, using 100X/1.45 NA Plan Apochromat oil objective. Images were recorded with a Nikon DS-Qi2 camera. For DAPI (4′,6-diamidino-2-phenylindole) staining, cell pellets (washed thrice with PBS buffer), were resuspended in PBS and DAPI was added to a final concentration of 3 μg ml^–1^, cells were incubated in the dark for 5–10 min at ambient temperature. Cell washed three times in the same PBS buffer were spotted on an agarose pad and observed. Fluorescence was detected using a maximum emission of 456 nm, excitation of 340 nm filters. For time-lapse microscopy, samples of 9 h liquid cultures in PY medium of *R. etli* strains were spotted on agarose pads (1% in MMY medium, FluoroDish™ plates). Images were captured every 10 min for 24 h with Nikon Eclipse Ti inverted stand, using 100X/1.45 NA Plan Apochromat oil objective, a Nikon DS-Qi2 camera and the Nikon’s Digital Sight DS-U3 camera controller. Control of imaging parameters was done with Nikon NIS-Elements AR 4.20 software and a perfect focus system. Temperature (30°C) and humidity control was maintained with a Lexan Enclosure Unit with Oko-touch temperature control. Time-lapse series were analyzed with Fiji (Schindelin et al., 2012).

### Bacterial Two-Hybrid Homodimerization Assay

A LexA-based two-hybrid system (Dmitrova et al., 1998) was used. Full-length *rdsA* gene was amplified by PCR from genomic DNA of *R. etli* CE3, ligated into the LexA plasmid (pSR658-A) and transformed into *E. coli* SU101. *E. coli* SU101 harboring different plasmid constructs were grown (A_600_ = 1.0) in LB medium with Tet, Kan, and IPTG. The β-galactosidase and microplate protein concentration determinations were as previously described (Guadarrama et al., 2014). The extent in reduction of β-galactosidase activity was used as a proxy of homodimerization efficiency (Dmitrova et al., 1998). For complementation with *rdsA*W169R in *R. etli*, the wild type *rdsA* gene was excised from plasmid pSRKGm*:rdsA* and substituted by a *Blp*I-*Aat*II segment harboring *rdsA*W169R (generated by PCR, Supplementary Dataset 1A). pSRKGm*:rdsA* and pSRKGm*:rdsA*W169R were transferred separately to cKD24 by biparental matings, selecting for transconjugants on PY medium with Kan, Nal, and Gm.

### Western Blotting

Samples were subjected to SDS-PAGE (12% polyacrylamide) and transferred to 0.45 μm PVDF Immobilon-P membranes (Millipore) in a Tank transfer system (Bio-Rad). Membranes were blocked with 5% non-fat milk, incubated with anti-LexA polyclonal antibody or anti-DnaK monoclonal antibody (Ab-cam) and washed with PBS 1X, 0.05% Tween 20. Immunodetection was performed with a 1:15,000 dilution of horseradish peroxidase-conjugated anti-rabbit (polyclonal) or anti-mouse (monoclonal) antibodies (MDL Millipore Corporation) and visualized with an Immobilon Western chemiluminescence reagent kit (Millipore).

### RNAseq Analysis

Uninduced *R. etli* strains were grown in MMY at 30°C to an *A*_620_ of 0.5 (9 h). Three biological replicates were set up for each strain analyzed. Cell pellets for each replicate (10^8^ cells) were stored on RNAlater (Thermo-Fisher). RNA extraction, rRNA depletion, library preparation and Illumina sequencing was done by GeneWiz (South Plainfield, NJ, United States). Quality checking was done using FastQC^1^ and sequences were trimmed using Trimmomatic v.0.36 (Bolger et al., 2014). Paired-end reads were mapped toward *R. etli* CFN42 reference genome (GenBank accession number GCF_000092045.1) using Bowtie2 aligner v.2.2.6. (Langmead and Salzberg, 2012). Read counts for each CDS (6226) were generated using featureCounts software (Liao et al., 2014), allowing MultiMapping and MultiOverlap reads. For Principal Component Analysis (PCA), the NOISeq PCA function (Tarazona et al., 2015) was used, and clustering was done with Distance Matrix Computation package in R using the function dist^2^, with normalized counts in natural logarithm. Heatmaps were visualized using pheatmap^3^ of R. Differential expression analysis was done with NOISeqBio (Tarazona et al., 2015). Reads were filtered with NOISeq using method 1 and cpm = 2. Data post filtering were used for differential gene expression in NOISeqBIO, using TMM normalization. For identification of significantly Differentially Expressed Genes (DEGs), False Discovery Rate (FDR) or adjusted *p*-value cutoff ≤ 0.02 and log2 fold change ≥ 1.5 were used. Categorization of DEGs was achieved using the Clusters of Orthologous Groups database (Galperin et al., 2021), and mapped to known metabolic pathways with KEGG Mapper (Kanehisa and Sato, 2020). Significant overrepresentation of gene ontology (GO) groups among DEGs was determined by hypergeometric testing with Gostats (Falcon and Gentleman, 2007), using a *p*-value cutoff ≤ 0.05. The universe used was GO terms in the *R. etli* genome, recovered from Uniprot (The UniProt Consortium, 2017), with the GO database of Gostasts. For evaluation the essential genes in the DEG dataset, entries corresponding to *Agrobacterium tumefaciens* str. C58 in the Database of Essential Genes [DEG (Luo et al., 2014)] were scanned. Matches in the DEG dataset were verified by BLASTP bidirectional best-hit analysis.

### Quantitative PCR Analysis

Transcriptional differences were validated by reverse-transcription quantitative PCR (RT-qPCR) analysis. All primers (Supplementary Dataset 1B) amplify 100–300 bp regions. RNA was isolated using Trizol Reagent (Zymo Research), and DNA traces were removed by DNAase I treatment. Absence of DNA from RNA samples was corroborated by PCR with *rpoA* gene primers, and RNA integrity was verified by gel electrophoresis. RNA Purity and concentration were quantified with Nanodrop 20000 Spectrophotometer (Thermo Scientific™). cDNA was generated with 2.5 μg of RNA, using RevertAid™ H Minus First Strand cDNA Synthesis kit (Thermo Scientific™). RT-qPCR analysis was carried out on a StepOnePlus (Applied Biosystems™) Real-Time PCR System using Maxima SYBR Green/ROX qPCR Master Mix (Thermo Scientific) according to the manufacturer instructions. Three biological replicates were performed for each strain/condition, using three technical repeats. Expression levels were normalized using *rpoA* as reference gene (Supplementary Dataset 1B). The relative expression (RQ) was determined as 2^ΔΔCT^. To detect significant differences between samples, an unpaired Student’s *t*-test (*t* test function of the stats package in R) was used, employing the RQ values and a cutoff *P* ≤ 0.05. RQ values were converted to log2 fold changes, where RQ values ≥ 0.65 are shown as positive log2 fold change, and RQ values ≤ 0.65 as negative log2 fold change. To give a negative value of RQ values ≤ 0.65, we use the formula (-1)/RQ.

## Data Availability Statement

The RNAseq data generated in this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus database, https://www.ncbi.nlm.nih.gov/geo/ (GEO Series accession no. GSE184428).

## Author Contributions

DR conceived the study through discussion with all the co-authors, supervised the work, got the funding, and, together with SM-A, wrote the draft manuscript. SM-A constructed the knockdown mutant, carried out all the microscopical visualization and time-lapse experiments, and performed the bioinformatic analysis of the RNAseq experiment. CG performed the experiments for homodimerization analysis and constructed complemented strains. AD lent general lab support and performed initial work for characterization of the rdsA gene. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
https://www.bioinformatics.babraham.ac.uk/projects/fastqc/

2
https://cran.r-project.org/web/packages/parallelDist/index.html

3
https://CRAN.R-project.org/package=pheatmap

How the deposited data were processed for this re-analysis (not part of the article)

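RNA from 3 biological replicates each of the wild type CE3 and of cKD24, built for depletion of *rdsA*, was sequenced. The cultures were grown uninduced in MMY with biotin at 1 mg/l, and the labels give 9 h of depletion for cKD24 and none for CE3, although *rdsA* itself was not called lower in these cKD24 libraries. The authors removed ribosomal RNA, sequenced read pairs, trimmed them with Trimmomatic 0.36, mapped them to the *R. etli* CFN42 genome with Bowtie2 2.2.6 and counted them per coding sequence with featureCounts, with multi-mapping and multi-overlapping reads allowed. The deposited table holds the authors' raw counts for 6226 coding sequences in 6 libraries, and it is these counts that were tested. It also holds the authors' NOISeqBIO results: a normalized mean signal per strain (TMM), a log2 fold change, and 2 scores for each gene, the statistic theta and the probability of differential expression. The authors' log2 fold changes and probabilities were used only for comparison with the values computed here, with 1 minus the probability taken as the adjusted p.

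Gene names, coordinates and locus tags were matched by locus tag to the reference annotation of build ASM9204v1, which holds 6137 of the genes. Names that the paper uses were matched through the locus tags of Supplementary Dataset 1 and of the figures, and otherwise by symbol. The copy of Supplementary Dataset 1E used here holds 819 of its 1105 genes and served only for names and for comparing log2 fold changes.

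Library totals ran from 42464293 to 60323837 counts. Counts made up 90.0 to 92.2% of the mapped pairs in CE3 and 79.4 to 81.4% in cKD24. The lowest count of a gene in a library was 27, and the common dispersion between cultures was 0.0416.

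The comparison of cKD24 with CE3 was fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest) under R 4.3.3, with TMM factors, a filter on genes with a mean CPM of at least 2 in either strain, which removed none, and no block for replicate numbers. Adjusted p-values are Benjamini-Hochberg values over all genes tested. A gene was called at an adjusted p of at most 0.02 and counted as a DEG where the log2 fold change was also at least 1.5 in size. These thresholds, the CPM minimum and TMM follow the paper's methods, while edgeR takes the place of NOISeqBIO, which gives no standard error. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic.

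29 gene lists with 512 genes were fixed before the data were examined, as were the comparisons, the thresholds, the rule for naming genes and the alternatives, apart from the settings that subtract a background. Some genes on the lists are DEGs of these libraries in Fig. 5. The lists cover the study's cell division genes, the cell cycle and polarity genes that the study gives as normal, not changed or not differentially expressed, cell division by name, peptidoglycan precursor synthesis, penicillin-binding proteins and L,D-transpeptidases, the main *nuo* run, the other *nuo* genes, *sdh*, ATP synthase, cytochrome bc1 and terminal oxidases, ribosomal proteins, aminoacyl-tRNA synthetases, translation factors, the motility cluster, other chemoreceptors, histidine utilization, heat-shock chaperones and proteases, general stress, oxidative stress, the BA14K family, symbiosis, conjugation and type IV secretion, transposases, nitrogen assimilation, phosphate starvation, exopolysaccharide, class Ib ribonucleotide reductase, glycine cleavage and the neighbourhood of *rdsA*. Each was tested with camera (limma 3.58.1, voom log2 CPM, preset correlation 0.01, two-sided, Benjamini-Hochberg over the lists), with an estimated correlation and with fry, which tests each list by itself and does not compare it with other genes. Calls within each list were also adjusted over that list alone.

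Genes named in the text are *rdsA*, genes that the paper's text, Figs. 5 to 7 or Supplementary Dataset 1B name, the 10 DEGs with the largest fall and the 10 with the largest rise among genes whose strains do not overlap, and up to 4 called members of each list with the largest change. Values of part of the DEGs in Supplementary Dataset 1E had been seen when this rule was written. Other genes in the text, namely *tolR*, *tolQ*, *pal*, *visN*, *rem*, RHE_CH00673, *ftsH*, *ftsL*, *ftsY*, *zapE*, RHE_CH03493, RHE_CH01605, RHE_CH01607, RHE_CH01610, the second *ftsZ* gene, *tsf*, *prfA*, RHE_CH01066, *rpsU*, *cyoD*, RHE_PE00013, RHE_PE00176, RHE_PE00023, RHE_PE00025, RHE_PE00026, RHE_CH03920, RHE_CH00243, RHE_CH03006, RHE_PF00437, RHE_PF00470, RHE_CH01647, RHE_CH01126, RHE_CH00053 and the neighbours RHE_CH00865 to RHE_CH00867 of *atpB*, were chosen after their values were seen.

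The alternatives were RLE and upper-quartile factors, library totals alone, TMM without the 50 genes of highest mean CPM, no filter, filterByExpr, a mean CPM of at least 10, DESeq2 1.42.0, limma-voom, glmTreat against the fold change threshold, the replicate number as a block, each library left out in turn, other thresholds, and the authors' own columns. The fit was tested on simulated counts drawn from the mean of each gene over all libraries and 1 dispersion per gene. Changes were set in few genes, as many up as down. Neither the shift of counts toward abundant transcripts in cKD24 nor a spread that differs between the strains was simulated. For cKD24 against CE3 with 6223 genes tested, edgeR called 99 of 100 genes changed by 1.75 on the log2 scale in the right direction, and 90% of them as DEGs, and all 100 genes changed by 2.5, with 3 false calls and no false DEG among the rest. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

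The deposited table and the reference carry no GO or COG categories for all genes, so the category analyses of the paper were not repeated here. The RT-qPCR, growth and microscopy data were not analysed here. The genes *pleC*, *popZ*, *divK*, *divJ*, PBP1a, *ntrY*, *rgsM*, *pdhS1*, *rgsA*, *rgsB*, *rgsC*, *rgsS*, *mcpA*, *mcpZ*, *cdnL*, *nuoB2*, *coxN*, *ccrM*, *pleD*, *divL*, *dadX* and PBP1b2 could not be matched to a gene of the table from the sources used here and are not reported.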

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

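The lists named here were fixed in advance, and they were singled out because the paper does not discuss these genes as groups. Fig. 5 shows some members as DEGs of these libraries, among them *hutH*, *gcvH*, *gcvP*, *nrdI*, *clpX* and *lon*. Values of part of the authors' DEGs had also been seen when the rule for naming genes was written. For lists that hold such genes, member counts and set tests are therefore not independent evidence. Their directions are those of cKD24 relative to CE3.

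All 7 histidine utilization genes on p42e were lower under each scaling tried and were DEGs with TMM, also when adjusted over the list alone, led by *hutH* (RHE_PE00072) (499.7 ± 5.23 CPM in CE3 and 37.7 ± 8.50 in cKD24, log2 fold change -3.73), *hutU* (RHE_PE00070) (-3.66) and *hutG* (RHE_PE00071) (-3.36), and camera placed the set below the other genes (adjusted p = 1.78e-04, and adjusted p = 0.380 with an estimated correlation).

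Of 30 heat-shock chaperone and protease genes, 16 were higher and 3 lower, the same numbers as when adjusted over the list alone, with 13 and 4 under library totals, and with 9, 8 and 8 higher ones without CE3 replicate 1, 2 or 3 (camera, adjusted p = 0.00632, and adjusted p = 0.662 with an estimated correlation). The Hsp20 family genes RHE_CH01245 (log2 fold change 3.94), RHE_CH01244 (3.25) and RHE_CH03571 (2.85) and the sigma factor gene *rpoH* (RHE_CH03342) (2.56) led the list.

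Of 33 conjugation and type IV secretion genes, 21 were lower and 6 higher, the same numbers as when adjusted over the list alone, with *trbK* (RHE_RS21945) (-3.11) and *trbL* (RHE_PA00173) (-3.11) of p42a falling the most (camera, adjusted p = 0.00401, and adjusted p = 0.200 with an estimated correlation). Under library totals 23 were lower and 2 higher, and under upper-quartile factors 18 and 6.

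The 3 glycine cleavage genes *gcvT* (RHE_CH02241) (log2 fold change -2.86), *gcvP* (RHE_CH02243) (-2.15) and *gcvH* (RHE_CH02242) (-1.90) were lower DEGs, also when adjusted over the list alone (camera, adjusted p = 0.00822, and adjusted p = 0.220 with an estimated correlation).

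The 4 class Ib ribonucleotide reductase genes *nrdE* (RHE_CH03716) (-1.93), *nrdH*, *nrdF* (RHE_CH03715) (-1.78) and *nrdI* (RHE_CH03717) (-1.55) were lower DEGs, also when adjusted over the list alone (camera, adjusted p = 0.00822, and adjusted p = 0.388 with an estimated correlation).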

How the results depend on the processing

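Of the settings named here, those that subtract a background from the counts were chosen after the results were seen, and the others were not. None of the named genes was called in the opposite direction under any setting. The side with more called members turned for oxidative stress and transposases under library totals, for symbiosis, general stress and phosphate starvation under upper-quartile factors, and for phosphate starvation with RLE factors too, and that of the DEGs turned under library totals. The number of DEGs (1237) was 438 with glmTreat, which tests against the fold change threshold itself, 3695 with no fold threshold and 2390 at a log2 fold change of at least 1. Higher DEGs (762) numbered 363 under library totals, 262 with glmTreat, 1818 with no fold threshold and 1314 at 1. Lower DEGs (475) numbered 264 under upper-quartile factors, 1168 under library totals, 176 with glmTreat, 766 and 718 after subtraction of the 1% and 5% quantile of counts per kb, 1877 with no fold threshold and 1076 at 1. The threshold settings change the counts by construction, and for upper-quartile factors and the background settings the cause was not tested. RLE factors, DESeq2 and limma-voom gave 1222, 1222 and 1247 DEGs, each sharing 1220 with the edgeR result, whereas upper-quartile factors shared 1026 and library totals 838. Leaving out 1 library in turn gave 1137 to 1390 DEGs.

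For *rdsA* in every library (log2 fold change -0.41), the test was passed under library totals (-1.00), and leaving out 1 library gave -0.45 to -0.29, passing without cKD24 replicate 3 (adjusted p = 0.0183 from edgeR, against 3.16e-05 to 1 over the settings), and the cause was not tested. Over the fixed gene lists, members lower fell from 293 to 78 with glmTreat, and members higher from 81 to 11, to 32 under library totals, and to 49 without CE3 replicate 1 and 47 without CE3 replicate 3, the range without 1 library being 47 to 97. With glmTreat the lower members were 4 for the study's cell division genes, 2 for cell division by name, 3 for peptidoglycan precursors, 0 for penicillin-binding proteins and L,D-transpeptidases, 11 for the main *nuo* run, 4 for ATP synthase, 4 for ribosomal proteins and 31 for the motility cluster. Camera called 17 lists with its preset correlation and 0 with an estimated one (6 at an unadjusted p under 0.05), and fry called 21. The median of all plasmid genes together lay above the chromosomal one by 0.54 and moved by less than the spread between cultures under each setting, but single plasmids moved more: after subtraction of the 5% quantile p42d had a median of -0.29 against -0.13 for the chromosome.

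Of 174 named genes that were called, 66 kept their call under every setting, and 162 when glmTreat and both shifted scalings are left aside. The replicate numbers are not said to pair the cultures, and they were not taken as pairs. The correlations of same-numbered deviations were -0.03, 0.41 and 0.58, and those of differently numbered ones ran from -0.53 to 0.21, so a pairing of replicates 2 and 3 stays open. With the replicate number as a block, 1205 genes were DEGs and 1198 of them were the same genes, while called genes numbered 4163 against 3695 without it. Every gene had counts in every library, the lowest being 27. The 1% quantile of counts per kb ran from 207 in CE3 replicate 3 to 781 in cKD24 replicate 2. A low count can therefore be background and does not show that a gene was detected.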

Differences from the paper's values

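The paper reports an *rdsA* level of 4.6% of the wild type (RT-qPCR normalized to *rpoA*, with an SD of about 3% in Fig. 1, read by eye) for cKD24 without cumate. The cells of that figure grew in PY for microscopy, and the methods name no medium for the RT-qPCR. In the sequenced MMY cultures the level was 75.4%. None of the alternatives set before the data were examined brings it to the paper's value: it was 49.99% under library totals, 92.5% under upper-quartile factors, and between these under the other scalings. Relative to the *rpoA* counts, the reference of the RT-qPCR, it was 149.7% of CE3, a ratio worked out after the results were seen and raised by the fall of *rpoA* itself.

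The numbers of DEGs differed by less than 1.5 times at the paper's thresholds, with 1237 (762 higher and 475 lower) here against the paper's 1105 (668 and 437), 42 against the paper's 36 in the motility cluster, and 21 in both for the cell division genes. All 45 log2 fold changes compared with Supplementary Dataset 1E had the same sign and differed by at most 0.42. Of 153 genes of Fig. 5 that were matched, 147 were DEGs here. The others were called with the same direction below the fold change threshold: *nadK* (RHE_CH01651) (-1.30, a DEG under library totals), RHE_CH02313 (-1.48, under library totals, with the replicate block and without CE3 replicate 3), *rsmH* (RHE_CH02855) (-1.47, under library totals and without CE3 replicate 2), *era* (RHE_CH01391) (-1.45, under library totals), *coxO* (1.50, with RLE or upper-quartile factors, TMM without the 50 highest genes, a mean CPM of at least 10, DESeq2 or limma-voom, or without CE3 replicate 3) and *cycA* (RHE_CH02618) (1.36, under upper-quartile factors). Each apart from *nadK* was also a DEG without cKD24 replicate 2. All were DEGs in both settings that subtract a background, which were chosen after seeing the values and which leave 2 and 9 of the matched genes of Fig. 5 without a DEG call.

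The paper states that *murE* is reduced. Here it was called lower at -0.57 and was a DEG under none of the settings, while *murA*, *murD* and *mraY* were lower DEGs. The paper states that *ctrA* was not downregulated, citing RT-qPCR as well, that GPR had normal levels, that *cpdR* did not change, and that PBP1c had levels similar to the wild type. Here they were called lower without a fold change threshold, at -1.19, -0.97, -0.87 and -0.97, whereas *podJ* was not called. None was a DEG at the paper's thresholds, and the calls of GPR and *cpdR* were lost when some single libraries were left out. The paper states that reductions of *ddl*, *alr* and PBP1b1 were seen by RT-qPCR only. Here they were called lower at -1.22, -1.32 and -1.17, below the fold change threshold. The paper finds no genes of tolerance to oxidative stress among its DEGs. Here 6 of 24 genes listed by product were DEGs, 4 higher and 2 lower, where 1237 of all 6226 genes were DEGs. The authors' deposited log2 fold changes for them are 2.98 (RHE_CH01176), 2.66 (*grxD*), 2.14 (*trxA*), 1.48 (RHE_CH03920), -2.00 (RHE_CH01174) and -1.75 (*nrdH*). The list counts thioredoxins and glutaredoxins, and the paper does not say which products it counted, so the statements may differ by definition. The paper names *tolB* as the only downregulated gene of the Tol-Pal complex. Here *tolB* was a lower DEG, *tolR* (-0.66) and *pal* (-0.70) were called lower without being DEGs, *tolQ* was not called, and *tolA* was not analysed, so the statement about the whole complex was not tested.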

Other observations

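Among the tests here, those of the level of *rdsA*, that of a background as the whole cause and the settings that subtract a background were chosen after the results were seen.

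Other DEGs lie outside the processes above, and no set test was run for those named here apart from the exopolysaccharide genes. In a run of p42f genes for sugar uptake and use, RHE_PF00564, RHE_PF00565, RHE_PF00566, RHE_PF00567 and RHE_PF00568 had log2 fold changes of -3.58, -5.11, -4.61, -3.85 and -3.48. The porin genes *ropAch1* (RHE_CH01349) (-2.40) and *ropAch2* (RHE_CH02437) (-2.14), the ribonuclease gene *rne* (RHE_CH01645) (-2.70) and the RNA chaperone gene *hfq* (RHE_CH01954) (-1.89) fell as well, while *hmgA* (RHE_CH01746) (2.90) and *phhA* (RHE_CH01742) (2.46) of tyrosine and phenylalanine breakdown rose. Of 5 exopolysaccharide genes 4 were lower, led by *pssL* (RHE_CH03216) (-2.26) and *pssM* (RHE_CH03215) (-1.97) (4 when adjusted over the list alone), and the set was not called by camera (adjusted p = 0.0246, and adjusted p = 0.221 with an estimated correlation).

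The remaining lists were not called by camera, and most held genes of both directions. Nitrogen assimilation had 3 lower and 2 higher of 5 (3 and 1 under library totals, 2 and 2 with RLE factors), with *ntrX* (RHE_CH01952) at -1.75 and *ntrB* (RHE_PF00453) at 1.88 (camera, adjusted p = 0.662, and adjusted p = 0.789 with an estimated correlation). Phosphate starvation had 4 and 3 of 16 (6 and 2 under library totals, 2 and 5 under upper-quartile factors, 4 and 5 with RLE factors), with *phnG* (RHE_CH00167) at 2.76 and *phoB* (RHE_CH00514) at -1.02 (camera, adjusted p = 0.620, and adjusted p = 0.789 with an estimated correlation). Symbiosis genes had 6 and 5 of 26 (6 and 0 under library totals, 3 and 6 under upper-quartile factors), with *nodTch* (RHE_CH03413) at -1.73 the only DEG (camera, adjusted p = 0.853, and adjusted p = 0.954 with an estimated correlation). Transposases had 9 and 17 of 52, 13 and 0 under library totals, and 1 and 23 under upper-quartile factors (camera, adjusted p = 0.155, and adjusted p = 0.789 with an estimated correlation). General stress had 2 and 0 of 3, and 0 and 1 under upper-quartile factors (camera, adjusted p = 0.548, and adjusted p = 0.717 with an estimated correlation). Counts adjusted over the list alone were the same except for transposases (9 and 15).

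Genes with few counts in CE3 were mostly higher in cKD24: in the lowest 10% of genes by CE3 expression the median log2 fold change was 1.45, with 294 higher and 0 lower DEGs by edgeR, against -0.45 in the highest 10%. After a background in proportion to gene length (the 1% quantile of counts per kb of each library) was subtracted, 236 of 285 higher DEGs of that group with a known length stayed higher DEGs (82.8%, Wilson 95% interval 78.0 to 86.7), and their median log2 fold change went from 1.95 to 3.25. With the 5% quantile 62.1% stayed (56.3 to 67.5), above the 50% set as the most that a background as the whole cause would leave. This does not decide the question. The genes were picked for low CE3 counts, so subtraction raised their folds, and both intervals treat genes as independent. Of the 49 calls that ended with the 1% quantile, 10 were no longer tested and 39 missed the adjusted p while their median log2 fold change went from 1.71 (SD 0.29) to 2.53 (SD 1.00), and of 108 with the 5% quantile 67 were no longer tested and 41 missed the adjusted p, from 1.98 (SD 0.32) to 6.00 (SD 3.00), none by its fold in either. The first interval reaches below 80%, the share set for arguing against a background. A background as the whole or a part of the cause stays open, and a change in transcription was not tested apart from it.

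The *rdsA* counts in cKD24 lie well above the level given by RT-qPCR. 0 libraries labelled cKD24 lay nearer to the CE3 mean than to the other cKD24 libraries, which argues against a single CE3 library under a cKD24 label. The comparison cannot tell whether all cKD24 cultures differed from the strain described, and the *rdsA* counts were high in each of them. A background in proportion to gene length is argued against as well, because it would give at most 32.4% of the *rdsA* counts in any cKD24 library. Reads of the incomplete 5′ copy remain a candidate source: at the wild-type level and with even coverage, together with the paper's 4.6%, they would give less than the lowest level over the scalings, 49.99%, but even coverage is an assumption and the reads along the gene were not analysed here. A difference in medium, should the RT-qPCR cultures have grown in PY and not in MMY, was not tested and stays open too.

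The split of DEGs into higher and lower moves with the scaling. With the 50 most abundant genes left out of the table, the median log2 fold change under library totals was -0.072 in place of -0.51, and the DEGs were 635 higher and 568 lower. This is consistent with a few abundant transcripts of cKD24 shifting the library totals. The total amount of RNA per cell was not measured, so the absolute direction of a gene near the median stays open.

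The 6 libraries allow 10 splits into 3 and 3, too few for a share under 0.05. The strains (1 of these splits) gave 1237 DEGs, and the highest number in the other 9 was 0 by edgeR (at most 448 genes at an unadjusted p under 0.05), 0 by DESeq2 and 0 by limma-voom. Each of the other 9 mixes the strains in both groups, so the strain difference widens the spread within groups. Few DEGs would follow from that alone, and no conclusion is drawn from the 0.

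*rpoA*, the RT-qPCR reference, had 547 ± 41.6 CPM in CE3 and 287 ± 85.0 in cKD24, and its log2 fold change ran from -1.57 under library totals to -0.66 under upper-quartile factors. Placed on the genome by their positions in Supplementary Dataset 1B, the forward primers for *ftsE*, *minC*, *ldtE*, RHE_CH02864 and RHE_CH01210 do not start in the gene of the locus tag given there. The reverse primer for *ftsE*, at 4029014, does. The *minC* primers lie in *minC* itself (RHE_PE00409) and the *ldtE* primers in RHE_CH01741. The gene with the tag given for *ldtE*, RHE_CH00053, was called lower (-1.02).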
